# No safe renal warm ischemia time—The molecular network characteristics and pathological features of mild to severe ischemia reperfusion kidney injury

**DOI:** 10.3389/fmolb.2022.1006917

**Published:** 2022-11-16

**Authors:** Ya-Lei Chen, Huai-Kang Li, Lei Wang, Jian-Wen Chen, Xin Ma

**Keywords:** acute kidney injury, pathological features, ischemia reperfusion kidney injury, molecular network characteristics, mild to severe ischemia reperfusion injury

## Abstract

Ischemic acute kidney injury (AKI) has always been a hot and difficult research topic in the field of renal diseases. This study aims to illustrate the safe warm ischemia time of kidney and the molecular network characteristics and pathological features of mild to severe ischemia reperfusion kidney injury. We established varying degrees of renal injury due to different ischemia time (0 min, 16 min, 18 min, 20 min, 22 min, 24 min, 26 min, 28 min, and 30 min) on unilateral (left kidney) ischemia-reperfusion injury and contralateral (right kidney) resection (uIRIx) mouse model. Mice were sacrificed 24 h after uIRIx, blood samples were harvested to detect serum creatinine (Scr), and kidney tissue samples were harvested to perform Periodic Acid-Schiff (PAS) staining and RNA-Seq. Differentially expressed genes (DEGs) were identificated, time-dependent gene expression patterns and functional enrichment analysis were further performed. Finally, qPCR was performed to validated RNA-Seq results. Our results indicated that there was no absolute safe renal warm ischemia time, and every minute of ischemia increases kidney damage. Warm ischemia 26min or above in mice makes severe kidney injury, renal pathology and SCr were both significantly changed. Warm ischemia between 18 and 26 min makes mild kidney injury, with changes in pathology and renal molecular expression, while SCr did not change. No obvious pathological changes but significant differences in molecular expression were found less than 16min warm ischemia. There are two key time intervals in the process of renal ischemia injury, 0 min–16 min (short-term) and 26 min–28 min (long-term). Gene expression of immune-related pathways were most significantly down-regulated in short-term ischemia, while metabolism-related pathways were the mainly enriched pathway in long-term ischemia. Taken together, this study provides novel insights into safe renal artery occlusion time in partial nephrectomy, and is of great value for elucidating molecular network characteristics and pathological features of mild to severe ischemia reperfusion kidney injury, and key genes related to metabolism and immune found in this study also provide potential diagnostic and therapeutic biomarkers for AKI.

## 1 Introduction

Acute kidney injury (AKI) is a multidisciplinary disease, at present, the basic research work of AKI is mainly focused on the fields of nephrology, intensive care unit and kidney transplantation (Bellomo et al., 2012; Zhang et al., 2020). In these fields, bilateral or isolated renal ischemia is commonly faced, and the incidence of AKI is very high. For example, the incidence of hospital-acquired AKI is approximately up to 20% in the intensive care unit (Gonsalez et al., 2019). Due to the limited treatment of AKI, there are still a high proportion of patients with AKI who progress to chronic kidney disease (CKD) and end-stage renal disease, which need kidney dialysis or waiting for kidney transplantation (Chen et al., 2020; Uber and Sutherland, 2020). Despite extensive experimental and clinical investigations, the underlying pathogenesis and progression mechanisms of AKI have not been fully clarified.

Ischemia-reperfusion is one of the main cause of AKI (Melo Ferreira et al., 2021). In urology, the renal artery needs to be clipped during nephron sparing surgery or partial nephrectomy (Weight et al., 2010; Soranno et al., 2019). Transient occlusion of the renal artery can control surgical blood loss, facilitate tumor resection, and wound suture. However, the occlusion of the renal artery also causes transient renal ischemia and potential renal injury (Thompson et al., 2010). At present, 25 min of renal warm ischemia is generally recognized as the threshold for AKI (Funahashi et al., 2009). Other studies have shown that warm ischemia time of laparoscopic partial nephrectomy over 20 min is correlated with poor preoperative and postoperative glomerular filtration rate, and the incidence of postoperative complications increases 2.54 times for each extension of warm ischemia time of laparoscopic partial nephrectomy for 9 min (Lane et al., 2008). Based on the analysis of 362 kidney patients undergoing partial nephrectomy, Thompson et al. of the Department of Urology at Mayo Clinic found that a longer warm ischemia time was associated with both short-term and long-term renal complications, suggested that every minute of renal artery occlusion during surgery was important (Thompson et al., 2010). These academic debates indicate that the safe time of warm ischemia is still controversial, and the specific relationship between renal ischemia time and AKI requires a larger clinical sample size and clear basic research evidence.

The experimental mouse models of renal ischemia/reperfusion injury (IRI) have been widely applied to study the pathogenesis and injury outcome of ischemic AKI (Chen et al., 2020). IRI mouse model can well simulate renal injury caused by renal artery occlusion in human partial nephrectomy. In this study, we established a relatively stable IRI model with unilateral ischemia (left kidney) and contralateral (right kidney) resection (uIRIx) to explore the changes of injury, molecular network characteristics and pathological features of mouse kidney with different degrees of ischemia. We systematically examined the renal pathology at different ischemia times, and identified the molecular characteristics of gene expression associated with different ischemia times by performing RNA sequencing (RNAseq). Our study provides basic research evidence for the effect of ischemic time on renal damage in partial nephrectomy of urology, and offers resources for clinical and research communities, and brings basis and new ideas for AKI research.

## 2 Materials and methods

### 2.1 Animal model construction and detection

Wild-type C57BL/6 mice (18–22 g) were purchased from the Animal Center of Chinese PLA General Hospital. These mice were housed in a specific pathogen-free facility under a 12 h light/12 h dark cycle with free access to food and water. Mice were randomly assigned to several groups based on different ischemia time: 0 min, 16 min, 18 min, 20 min, 22 min, 24 min, 26 min, 28 min, and 30 min. To induce unilateral ischemia reperfusion injury and the contralateral kidney resection AKI (uIRIx), mice were placed on 37°C warm plate (Yuyan instruments, Beijing, China) to keep the temperature of kidney all through the surgery; the right kidney was excised, and left kidney pedicle was clipped for indicated time using microaneurysm clamp. Mice were then sacrificed 24 h after uIRIx, blood and kidney tissue samples were harvested for further processing. The animal protocol and all animal procedures were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of the Chinese PLA General Hospital, and the permit number is 2019-X15-97.

### 2.2 Blood and histopathological assessment of kidney injury

Blood samples were collected from the vena cava at the indicated time points, and the serum was separated by centrifugation at 3,000 rpm for 15 min at 4°C and then sent to the PLA General Hospital Biochemistry Department to detect serum creatinine (SCr). A quarter of the left kidney was fixed in 4% formaldehyde, dehydrated, and embedded in paraffin. Histopathological examination was performed by Periodic Acid-Schiff (PAS) staining of kidney tissue section (2 μm) to evaluate tubular injury.

### 2.3 High-throughput RNA sequencing (RNA-Seq) and preprocessing

In order to explore the molecular characteristics of kidney injury at different ischemic times, the left ischemia kidney in each mouse was collected and the RNA was extracted to perform RNA-Seq (Beijing Genomics Institute, Beijing, China). All raw RNA-Seq data were uploaded to the GEO database GSE192883 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192883). The preprocessing of the gene expression profile data, which includes the background correction, the quantile normalization, the median polish summarization, and the log2 transformation, was performed by R software (https://www.r-project.org/) and RStudio software (https://www.rstudio.com/) as we described before (Chen et al., 2020). Principal component analysis (PCA) was performed by scatterplot3d package and princomp function in R software.

### 2.4 Identification of differentially expressed genes

The linear model for high-throughput data analysis (limma) in Bioconductor (http://www.bioconductor.org/) was applied to find DEGs by comparing expression value between different ischemia groups. Differential expression was calculated using an empirical Bayes model. The criteria for the statistically significant difference of DEGs was | log2 fold change (FC)| > 1 in expression and adjusted *p*-value (false discovery rate, FDR) < 0.05. The overlapping DEGs were further analyzed by UpSetR package in R software. We obtained a union DEGs set, which included the combination of DEGs obtained in each ischemia group compared with the ischemia 0min and 16min groups.

### 2.5 Time-dependent gene expression patterns profiling

We applied the fuzzy c-means algorithm in the Mfuzz R package (Kumar and Futschik, 2007) to perform noise-robust soft clustering analysis and visualize the time-dependent expression patterns of the genes in union DEGs set. Soft clustering is more accurate than hard clustering with more robustness to noise and less information loss, and Mfuzz R package is one of the software packages for soft clustering (Kumar and Futschik, 2007; Yang et al., 2021). The average RPKM value for each gene at each time point was used as the input. After standardization, genes in union DEGs set were assigned to 8 clusters, such as continuous increase, continuous decrease, increase first then decrease, and decrease first then increase etc., according to the changes in the gene expression with ischemia time.

### 2.6 Functional enrichment analysis

Gene ontology (GO, http://www.geneontology.org) analysis has been widely used to annotate the gene function. The categories of GO include the cellular component (CC), the biological process (BP), and the molecular function (MF) terms (Chen et al., 2020). Kyoto Encyclopedia of Genes and Genomes (KEGG, http://www.genome.jp/kegg) is a database containing the information of genes related to metabolic and regulatory pathways (Yang et al., 2021). In the present study, the clusterProfiler R package (Yu et al., 2012) was used to conduct the GO and KEGG functional analysis for genes enriched in each cluster, respectively. The *p*-value of enriched pathways was calculated by a hyper geometric distribution test. Subsequently, the *p*-value was revised using BH (Benjamini and Hochberg) method, and the adjusted *p*-value < 0.05 was served as the cut-off criterion for selecting significant enrichment pathways. We also used clusterProfiler R package with the same threshold value, as mentioned above, to conduct the gene set enrichment analysis (GSEA) analyses for genes compared between 16 min and 0 min, between 28 min and 26 min, respectively. The criteria for the statistically significant difference of GSEA was |normalized enrichment score (NES)| >0.4 and adjusted *p*-value < 0.05.

### 2.7 PPI network construction and analysis of modules

Considering that proteins rarely work alone, it is necessary to study the interactions among proteins. The Search Tool for the Retrieval of Interacting Genes/Proteins (STRING, http://string-db.org/) is an online biological resource database that is commonly used to identify the interactions between known and predicted proteins (Szklarczyk et al., 2015). By searching the STRING database, the PPI network of the genes in each cluster acquired by soft clustering above were selected with a score>0.4, and the PPI network was visualized by Cytoscape software (http://www.cytoscape.org/). In the PPI network, each node stands for a gene or a protein, and edges represent the interactions between the nodes. We then used the plug-in named Molecular Complex Detection (MCODE) by Cytoscape to filter the modules of the PPI network. The first module of each cluster was selected.

### 2.8 Gene expressions by quantitative real-time PCR

The frozen tissue samples were lysed in TRIzol reagent (Invitrogen, Carlsbad, CA) and total RNA was extracted according to the manufacturer’s instructions. The levels of transcripts were determined by qPCR using TransStart^®^ Top Green qPCR SuperMix (AQ131, Transgen, Beijing, China) on an Applied Biosystems 7,500 system PCR cycler (Applied Biosystems, Foster City, CA, United States). The data were normalized to 18s expression. Primers were obtained from Beijing Genomics Institute (Beijing, China). The list of primers was presented in Supplementary Table S1.

### 2.9 Statistical analysis

The statistical analyses used are specified in the figure legends.

## 3 Results

### 3.1 Pathological features of kidney injury at different ischemia time pionts

To explore the pathological characteristics of kidney injury at different ischemia times, we adopted the uIRIx model, which were more stable than bilateral ischemia reperfusion kidney injury AKI model. Mice were randomly assigned to 9 ischemia groups based on different ischemia times of left kidney: 0 min, 16 min, 18 min, 20 min, 22 min, 24 min, 26 min, 28 min, and 30 min (Figure 1A), ischemia 0min was the control group. As shown in Figure 1B, after reperfusion for 24 h, the serum creatinine of 28 min and 30 min groups were significantly higher than that of 0 min group (*p* < 0.05), while there was no statistical difference among 16 min, 18 min, 20 min, 22 min, 24 min, or 26 min with 0 min group. The serum creatinine dramatically changed between 26 min and 28 min of ischemia at the condition of 37°C.

**FIGURE 1:**
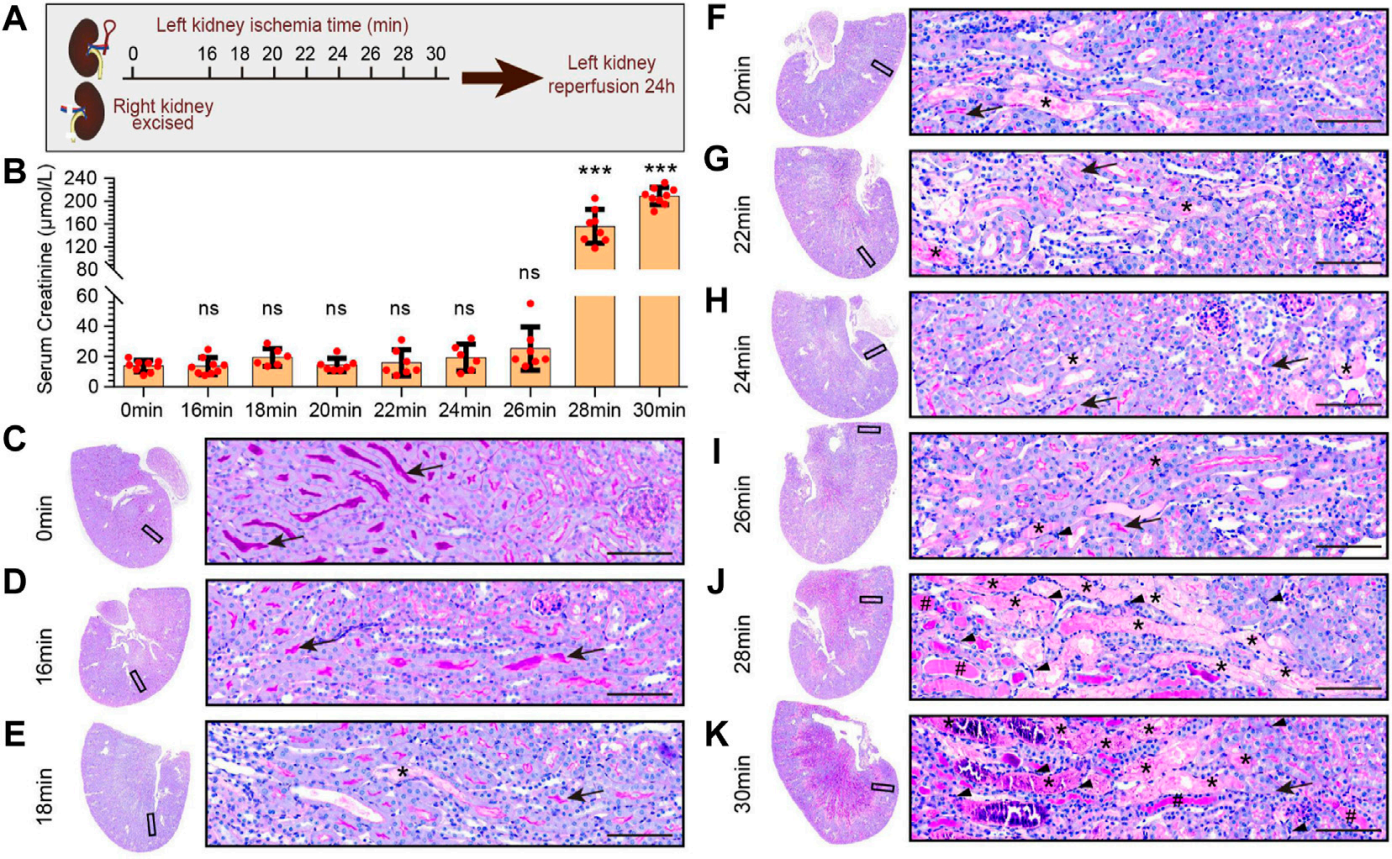
Pathological features of kidney injury at different ischemia times. **(A)** The experimental design of the unilateral ischemia reperfusion injury and the contralateral kidney resection AKI (uIRIx) model. Mice were randomly assigned to 9 ischemia groups based on different ischemia time of left kidney: 0 min, 16 min, 18 min, 20 min, 22 min, 24 min, 26 min, 28 min, and 30 min, and the mice were sacrificed 24 h after reperfusion. **(B)** The serum creatinine levels in different ischemia groups 24 h after reperfusion. Statistical analysis: firstly, we performed one-way ANOVA analysis on the 9 groups, and found statistically significant differences in mean values among the samples; And then, Dunnett-t test was used to make multiple comparisons of mean differences between each ischemia group and sham group. n = 6–9 mice per group, ns indicates no significant, ***p < 0.001, compared to 0min group **(C–K)** Representative micrographs of PAS staining showed the pathological features of kidney injury at different ischemia times: 0min group **(C)**, 16 min group **(D)**, 18 min group **(E)**, 20 min group **(F)**, 22 min group **(G)**, 24 min group **(H)**, 26 min group **(I)**, 28 min group **(J)**, and 30 min group **(K)**. Scale bars: 100 μm. The arrow showed the brush border of normal tubule, the asterisk (*) showed the blocked tubule, the triangle showed the infiltrated inflammatory cell, and the well sign (#) showed the protein tubule.

PAS staining of kidney (Figures 1C–K) showed that the renal cortex and medulla structures of mice in the 0min and 16min groups were normal, with no ablation of the brush edge of renal tubules, no dilation of renal tubules and no tubular formation. In ischemia 18min group, there was scattered cellular cast in the cortical and medulla area. In 20min, 22min, and 24min groups, the cellular casts in the cortex and medulla area increased gradually, and in 26min group, there was small patches of renal tubular obstruction. In ischemia 28min group, there was necrosis, tubule blockage formed by exfoliation of large patchy renal tubular epithelial cells, and inflammatory cell infiltration in the interstitium, as well as patchy protein tube type. In ischemia 30min group, almost all areas were filled with tubule cast, protein cast, and inflammatory cell infiltration.

### 3.2 Expression characteristics of injury-related molecules of kidney injury at different ischemia time points

To further elucidate the expression of injury-related molecules at different renal ischemia time points, we performed immunofluorescence staining on KIM1 (Figure 2A). The results found that the expression of KIM1 began at 16 min of ischemia, and then increased with the increase of ischemia time. At the same time, we performed qPCR to detect the expression of Kim1 (Figure 2B), Lcn2 (Figure 2C), and Il6 (Figure 2D), and found that Kim1 was highly expressed at 16 min and continued to increase at 30 min after ischemia. The expression of Lcn2 (Ngal) began to increase in the 22 min ischemia group, and gradually increased with the prolongation of ischemia time. However, the expression of Il6 was significantly increased at 30 min of ischemia, with no significant in less than ischemia 28 min.

**FIGURE 2:**
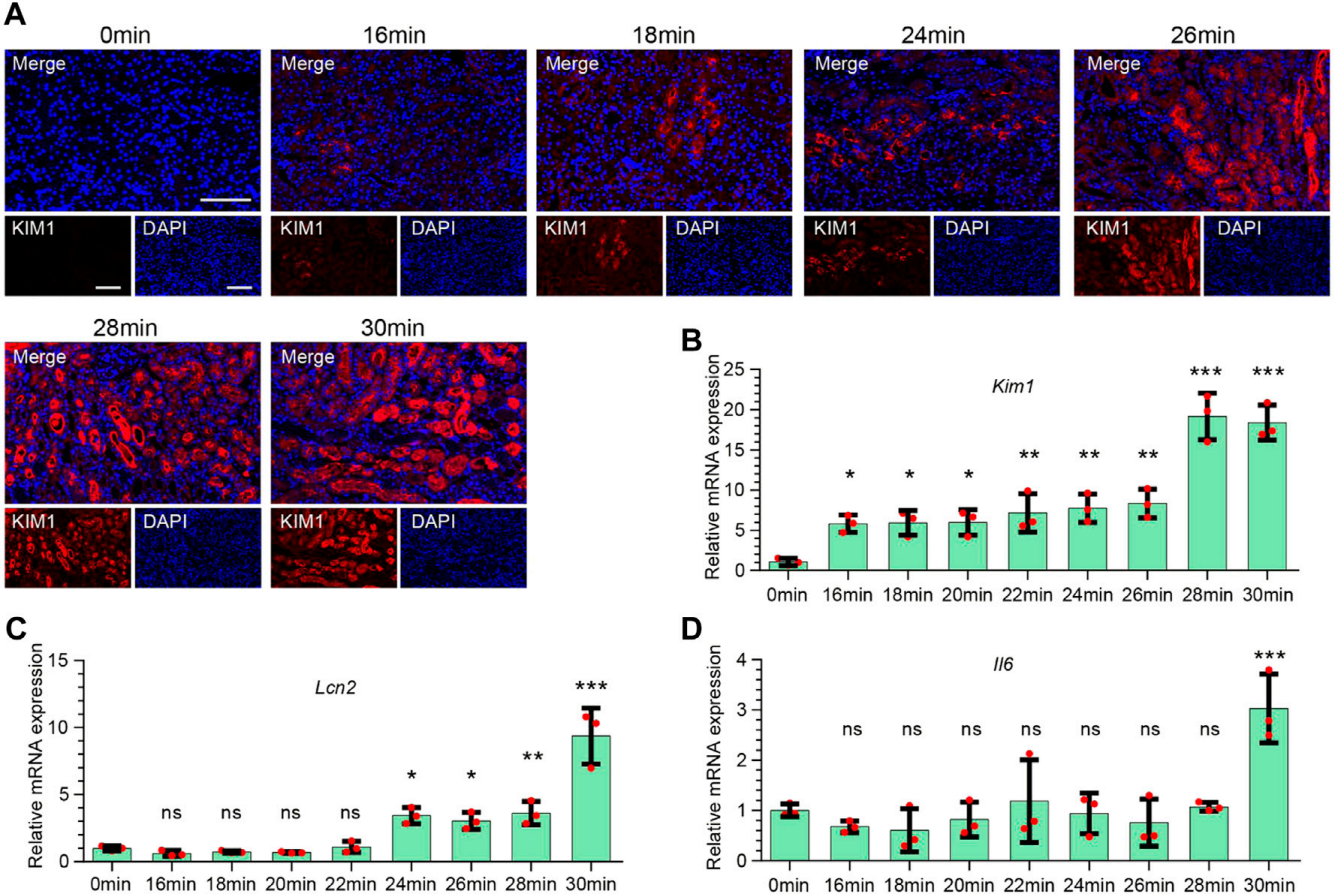
Expression characteristics of injury-related molecules of kidney injury at different ischemia time points. **(A)** Representative immunofluorescence staining of KIM1 expression in renal tissues at different ischemia time points. Red stands for KIM1. Scale bars: 100 μm **(B–D)** The mRNA expression of Kim1 **(B)**, Lcn2 **(C)**, and Il6 **(D)** in renal tissues at different ischemia time points. One-way ANOVA and Dunnett-t test, n = 3 per group, ns indicates no significant, *p < 0.05, **p < 0.01, ***p < 0.001, compared to 0min group.

### 3.3 High-throughput RNA sequencing and identification of differentially expressed genes between groups

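RNA was sequenced from the left kidneys of 27 mice, with 3 mice at each of 9 ischemia times of 0, 16, 18, 20, 22, 24, 26, 28 and 30 min, all collected after 24 h of reperfusion. The 0 min mice were the sham group. The authors deposited 1 value in FPKM (fragments per kilobase of transcript, scaled to the number of mapped reads) per gene and kidney, for 19392 genes listed by symbol. The paper calls these values RPKM. The read counts behind the values are not given, so the depth is unknown and no counting error can be computed. The FPKM of a kidney summed to between 512453 and 554036 (median 540900). Between 16498 and 16904 genes were above 0 FPKM in a kidney (median 16740), and between 11881 and 12391 were at 1 FPKM or more (median 12250). The values were taken as log2(FPKM + 1) and quantile normalized between the 27 kidneys. limma was then fitted with 1 mean per ischemia time to the 18188 genes above 0 FPKM in at least 3 kidneys. p-values are those of limma's empirical Bayes test, adjusted by the method of Benjamini and Hochberg. A DEG was a gene with an absolute log2 fold change above 1 and an adjusted p-value under 0.05.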

In order to explore the molecular characteristics of kidney injury at above different ischemic times, triplicate left ischemia kidneys in every group were collected to perform RNA-Seq. Before the next analysis, we performed the quality control for every raw expression data to guarantee the quality. The normalized box diagram showed that the data was well preprocessed after normalization. 

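Before normalization, the median of log2(FPKM + 1) over the tested genes lay between 2.36 and 2.53 in the 27 kidneys. The lower quartile lay between 0.36 and 0.49 and the upper quartile between 4.08 and 4.26. After quantile normalization the median was 2.49 in every kidney, the lower quartile was between 0.42 and 0.43, and the upper quartile between 4.19 and 4.20. The gene Kap took between 0.931% and 9.26% of the summed FPKM of a kidney.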

Next, we applied PCA analysis to those 27 samples (different colors) to visualize sample clusters. 

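The mean correlation distance between 2 kidneys of the same ischemia time was 0.00628, against 0.0175 between kidneys of different ischemia times, a ratio of 0.36. None of 100000 random relabellings of the 27 kidneys gave a ratio as low (permutation test, one-sided, p = 1.0e-05, the smallest that this number of relabellings can give). Centring each gene moved this ratio most, to 0.58. Across genes, which are not independent replicates, the correlation between replicates was lowest at 16 min, from 0.9840 to 0.9925, and at 30 min, from 0.9882 to 0.9937. At the other ischemia times it lay between 0.9916 and 0.9972. For 13 of the 27 kidneys, the most similar other kidney had the same ischemia time. These were all 3 kidneys at 0 min and at 28 min, 2 each at 20, 22 and 30 min, 1 at 24 min, and 0 at 16, 18 and 26 min.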

The results showed that samples at the same time points were clustered (Figure 3), indicating good correlation between the biological repeats. 

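In a principal component analysis by princomp with kidneys as variables, component 1 held 98.4% of the variance and component 2 held 0.83%. The loadings of the 27 kidneys on component 1 lay between 0.1889 and 0.1936, since this layout leaves the mean level of each gene in the data. With each gene centred, component 1 held 51.8% of the variance and component 2 held 16.3%. On the centred component 1, the 0 min kidneys lay between -44.7 and -36.7, the 18 kidneys from 16 to 26 min between -30.2 and 6.1, the 28 min kidneys between 35.7 and 39.0, and the 30 min kidneys between 52.1 and 54.6. The spread was widest at 16 min, where the 3 kidneys ran from -30.2 to 2.7. Among the 18 kidneys from 16 to 26 min alone, the distance between replicates (0.00616) was not smaller than the distance between ischemia times (0.00612), and relabelling them gave p = 0.52 (permutation test, one-sided). Of these kidneys, 5 were most similar to a kidney of their own ischemia time.

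**Figure D1:**
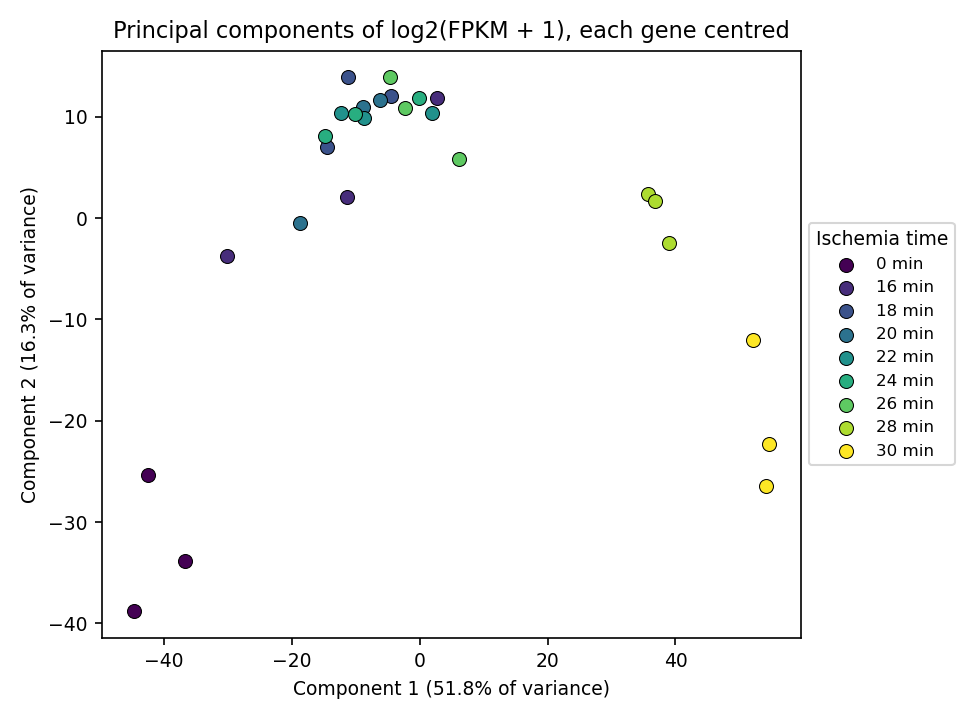
Principal components 1 and 2 of log2(FPKM + 1), with each gene centred over the 27 kidneys and 1 point per kidney, colored by ischemia time in min. Along component 1 the 28 min kidneys lie between 35.7 and 39.0, above all kidneys from 16 to 26 min, which reach 6.1.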

Notably, samples of 16 min, 18 min, 20 min, 22 min, 24 min, and 26 min localized close to each another, suggesting that those time points have similarities in transcriptome.

**FIGURE 3:**
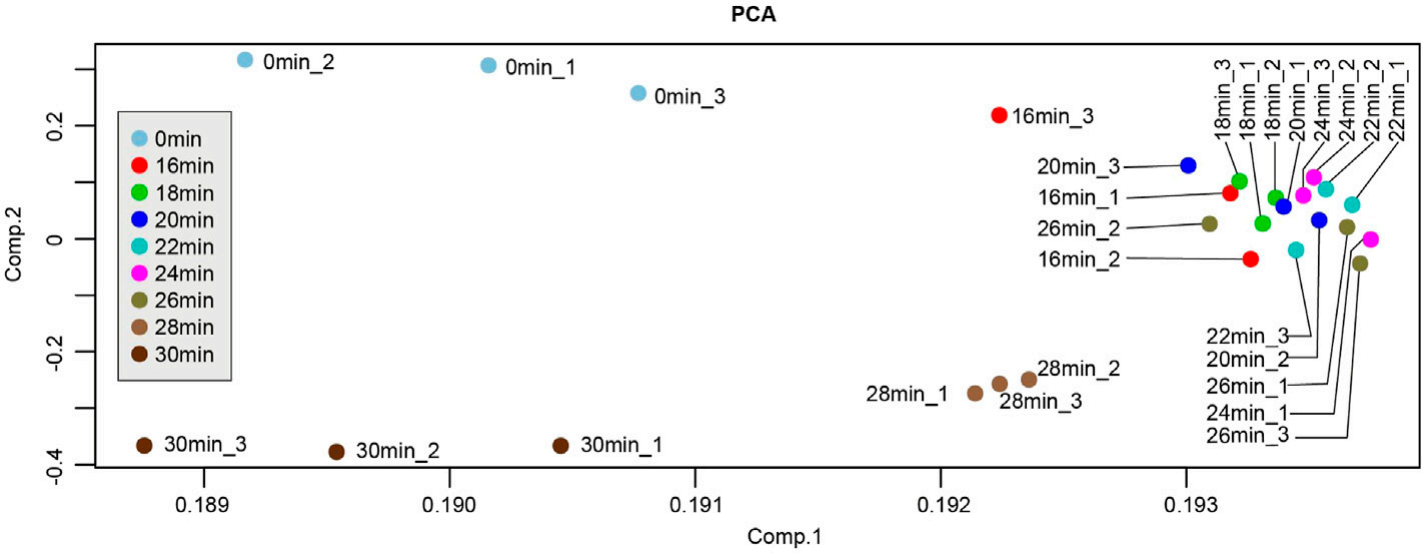
Principle component analysis (PCA) plot of samples from different ischemia times. Each point represents a sample. PCA plot showed the tight clustering of biological replicates and distinct clustering between groups.

DEG analysis was performed in all samples using cutoff values of a fold change≥2 and an adjusted *p*-value < 0.05. 

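Against 0 min, 410 DEGs were called at 16 min, of which 232 were higher and 178 were lower. At 18 min there were 557 DEGs, with 358 higher and 199 lower. At 20 min there were 457, with 282 higher and 175 lower. At 22 min there were 599, with 381 higher and 218 lower. At 24 min there were 567, with 358 higher and 209 lower. At 26 min there were 686, with 393 higher and 293 lower. Leaving out each replicate of a comparison in turn gave between 287 and 622 DEGs at 16 min and between 622 and 740 at 26 min. A fit of the 2 compared groups alone called 8 DEGs at 16 min. A pseudocount of 0.01 FPKM, chosen after seeing the data, called the most DEGs at each of these times, with 939, 1294, 1075, 1372, 1294 and 1530 in order from 16 to 26 min.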

With the increase of ischemia time from 16 min to 26 min, the number of DEGs was gradually but slowly increased, from 863 to 1,448. 

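At 28 min, 1542 DEGs were called against 0 min, with 776 higher and 766 lower. Leaving out each replicate in turn gave between 1484 and 1642 DEGs. In the direct comparison of 28 min with 26 min, 272 DEGs were called, with 80 higher and 192 lower. With each replicate of these groups left out in turn there were between 198 and 365.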

While in the group of 28 min vs 0 min, the number of DEGs suddenly increased at 2,782. The most pronounced DEGs were in the group of 30 min vs 0 min, with 1,698 upregulated and 1784 downregulated genes (Figure 4A). 

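At 30 min, 1950 DEGs were called against 0 min, with 934 higher and 1016 lower. With each replicate left out in turn there were between 1871 and 2051. Which direction was in the majority depended on the scaling, with 1086 higher and 886 lower without quantile normalization and 1333 higher and 1044 lower with FPKM rescaled to a constant sum. The direct comparison of 30 min with 28 min called 191 DEGs, of which 73 were higher and 118 lower. That number ran from 83 to 338 with each replicate left out in turn, and was 0 in a fit of the 2 groups alone, so it rests on the error estimated from all 27 kidneys.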

Overall, the kidney transcriptome was similar at different time points of the 16 min, 18 min, 20 min, 22 min, 24 min, and 26 min. These findings are consistent with PCA results.

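Between neighbouring ischemia times from 16 to 26 min, limma called 0 DEGs in each of the 5 comparisons. Genes with an unadjusted p-value under 0.05 numbered 977 for 18 against 16 min, 514 for 20 against 18 min, 447 for 22 against 20 min, 469 for 24 against 22 min, and 1100 for 26 against 24 min. The widest comparison within this range, 26 against 16 min, also called 0 DEGs, with 1717 genes at an unadjusted p-value under 0.05. Between 0 and 24 DEGs were called for it when each replicate was left out in turn.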

**FIGURE 4:**
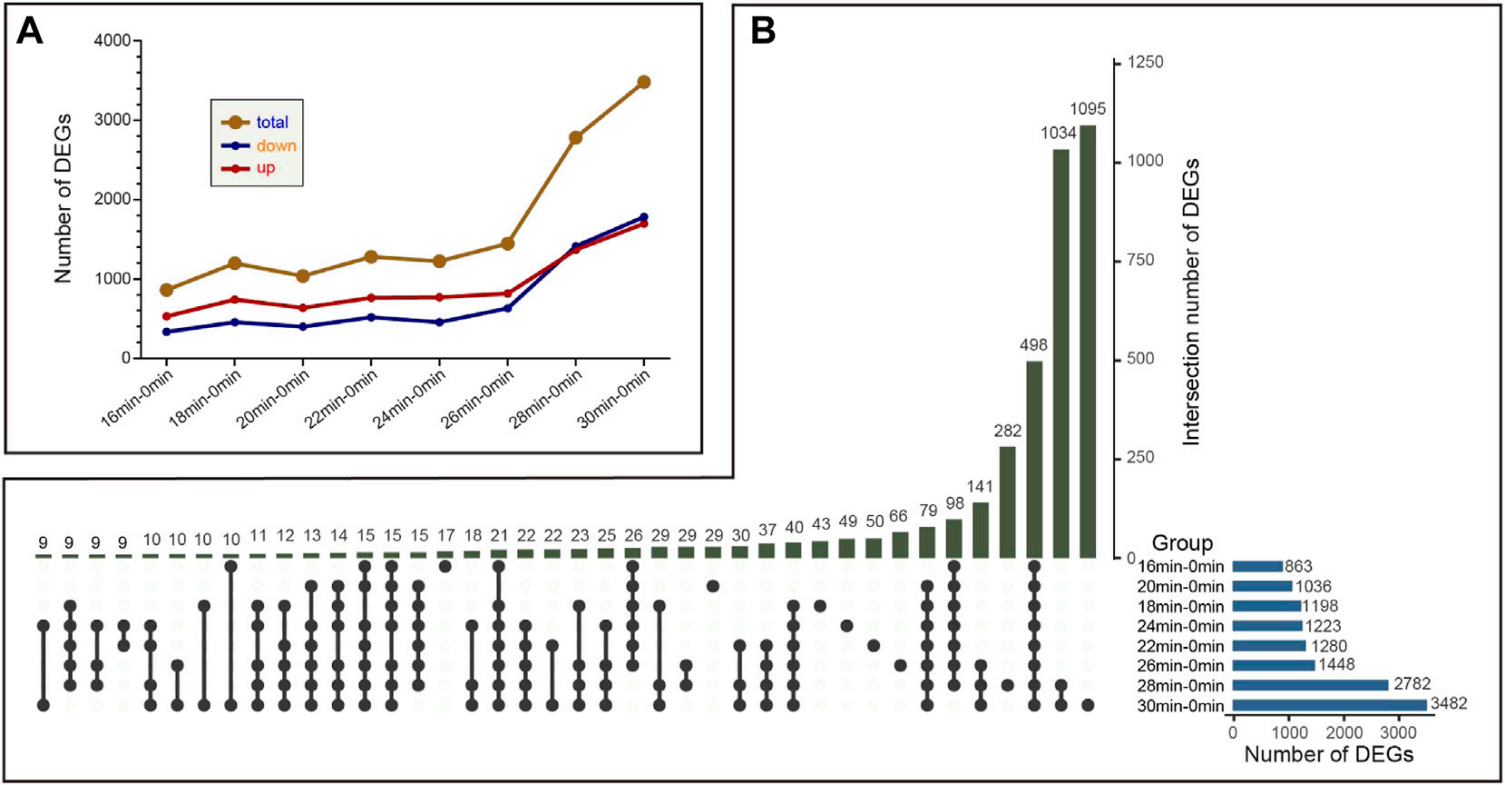
The variation trend of the number of differentially expressed genes (DEGs) between 0 min group and different ischemia groups. **(A)** The variation trend of the number of DEGs among different compared groups **(B)** The number of intersected DEGs between different compared groups. The number above stands for the number of DEGs that intersect between different groups.

The overlapping DEGs were further analyzed by UpSetR package in R software. 

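The DEGs called in only 1 of the 8 comparisons with 0 min numbered 7 at 16 min, 11 at 18 min, 1 at 20 min, 7 at 22 min, 12 at 24 min, 6 at 26 min, 149 at 28 min and 681 at 30 min. A further 714 genes were DEGs at both 28 and 30 min and at no other ischemia time. Together the 8 comparisons called 2371 genes. DEGs of only 1 comparison ran from 0 to 16 at 16 min with each of the 27 kidneys left out in turn. At 18 to 26 min the ranges were, in order, 4 to 27, 0 to 8, 5 to 15, 9 to 21 and 4 to 20. They were 100 to 191 at 28 min and 609 to 793 at 30 min.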

The number of unique DEGs that only found in 16 min–0 min group, 18 min–0 min group, 20 min–0 min group, 22 min–0 min group, 24 min–0 min group, 26 min–0 min group, 28 min–0 min group, and 30 min–0 min group were 17,43,29,50,49,66,1034,1,095, respectively (Figure 4B). Moreover, 498 genes were differentially expressed in each group. 

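Here, 244 genes were DEGs in all 8 comparisons with 0 min. Of these, 115 were higher and 129 were lower at every ischemia time, and 0 changed direction. Of the DEGs at 16 min, 286 were also DEGs at 30 min. With each of the 27 kidneys left out in turn, at least 174 genes were shared by the 8 comparisons.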

We also obtained a union DEGs set, which included the combination of DEGs obtained in each ischemia group compared with the ischemia 0 min and 16 min groups. This union DEGs set contains 4,519 genes.

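The union of the DEGs against 0 min and against 16 min held 2457 genes. The comparisons with 16 min added 86 genes that were DEGs at no ischemia time against 0 min. At 28 and 30 min they called 576 and 1133 DEGs, and for 18 to 26 min they called 0. With each kidney left out in turn, the union held between 2372 and 2582 genes. A pseudocount of 0.01 FPKM, chosen after seeing the data, moved it most, to 5250 genes.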

### 3.4 The time-dependent gene expression patterns of genes in union DEGs set

In order to visualize the expression patterns and characteristics of all 4,519 union DEGs, we applied the Mfuzz R package on them. After standardization, genes in union DEGs set were assigned to 8 clusters (Figure 5). 

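The mean FPKM of each union DEG at the 9 ischemia times was standardized per gene and split into 8 soft clusters by fuzzy c-means with a fuzzifier of 1.38. The clusters were numbered by the genes that the paper's figures assign to each one. Of 518 such genes, 420 were in the union here, and 307 of these (73.1%) fell in the cluster of the same number. The clusters, in order from 1 to 8, held 522, 414, 165, 384, 386, 256, 154 and 176 genes. Of the 2457 genes, 2376 had a membership of at least 0.5 in their cluster. With clusters paired to keep the most genes together, clustering the means of log2(FPKM + 1) moved the grouping most and left 66.2% of the genes in the paired cluster. By cluster number, another random start moved the genes most and left 998 of the 2457 in the cluster of the same number.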

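The median log2 ratio to 0 min of the genes in Cluster 1 was -0.42 at 16 min, -0.45 at 18 min, -0.48 at 24 min, -0.63 at 26 min, -1.20 at 28 min and -1.41 at 30 min. Of the 46 genes that the paper draws for Cluster 1 and that were in the union here, 17 fell in this cluster and 29 in Cluster 6.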

The expressions of genes in Cluster 1 were highest in 0 min group, declined to a plateau in 16 min group to 26 min group, and reached the lowest in 28 min group and 30 min group. The expressions of genes in cluster 2 were opposite with cluster 1. 

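In Cluster 2 the median log2 ratio to 0 min was 0.58 at 16 min, 0.80 at 26 min, 1.39 at 28 min and 1.41 at 30 min. Of 42 union DEGs drawn for Cluster 2, 32 fell in it and 10 in Cluster 5.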

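The median log2 ratio to 0 min in Cluster 3 was 0.85 at 16 min, 0.94 at 18 min, 1.00 at 24 min and 0.97 at 26 min. It was 1.14 at 28 min and 1.39 at 30 min. Of 67 union DEGs drawn for Cluster 3, 32 fell in it and 27 in Cluster 2.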

The expressions of genes in Cluster 3 were lowest in 0 min group, increased to a plateau in 16 min group to 26 min group, increased then in 28 min group, and reached the highest in 30 min group. The difference between cluster 2 and cluster 3 is that the expressions of genes in Cluster 3 were much higher in 30 min group than 28 min group. The expressions of genes in Cluster 4 were low in 0min group to 26 min group, and continuous decrease in 28 min group and 30 min group, the expressions of genes in cluster 5 were opposite with cluster 4. 

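Cluster 4 had a median log2 ratio to 0 min of 0.02 at 16 min, -0.13 at 26 min, -0.79 at 28 min and -1.21 at 30 min. Cluster 5 had medians of 0.41, 0.41, 0.85 and 1.52 at these times. Of 59 union DEGs drawn for Cluster 4, 29 fell in it and 28 in Cluster 1.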

The expressions of genes in Cluster 6 were highest in 0 min group, and decreased to a plateau in 16 min group to 30 min group. 

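Cluster 6 had a median log2 ratio to 0 min of -1.17 at 16 min, -1.19 at 18 min, -1.31 at 26 min, -1.44 at 28 min and -1.34 at 30 min. All 47 genes that the paper draws for Cluster 6 and that were union DEGs fell in this cluster.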

The expressions of genes in cluster 7 and cluster 8 were firstly increased and then decreased after reaching a plateau. 

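In Cluster 7 the median log2 ratio to 0 min was 0.92 at 16 min, 1.32 at 26 min, 1.5 at 28 min and 0.89 at 30 min. In Cluster 8 it was 1.18 at 16 min, 1.42 at 18 min, 1.35 at 26 min, 0.86 at 28 min and 0.35 at 30 min.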

The difference between these two clusters was that the expressions of genes of in cluster 7 start to decreased in the 30 min group, while those of cluster 8 began to decline in the 28 min group.

**FIGURE 5:**
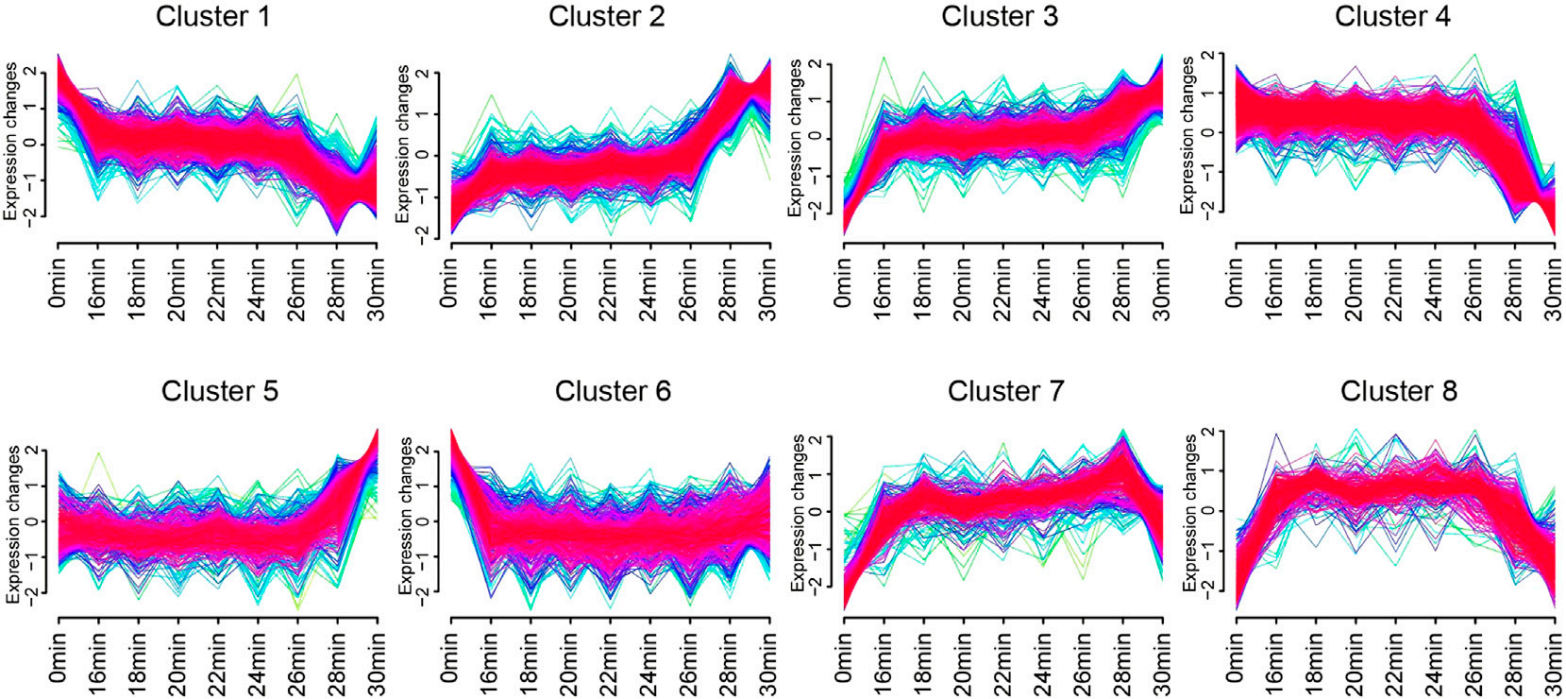
The time-dependent gene expression patterns of genes in union DEGs set. Eight clusters identified based on gene expression of genes in union DEGs set by Mfuzz R package. Curves in yellow or green denote genes with small membership values, while curves in red or purple correspond to genes with big membership values.

By searching the STRING database, the PPI network of the genes in each cluster acquired by soft clustering above were selected with a score>0.4. We then used the plug-in named Molecular Complex Detection (MCODE) by Cytoscape to filter the modules of the PPI networks. The first module of each cluster was selected (Supplementary Figure S1).

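A score was computed for each module as the mean of log2(FPKM + 1) over its drawn genes in each kidney. With 3 kidneys against 3, the exact permutation test cannot give a p-value under 0.1, and the paper chose the genes on these data, so the scores describe the modules. The module of Cluster 6 scored 4.22 ± 1.47 (SD, n = 3) at 0 min, 2.30 ± 0.27 at 16 min and 2.33 ± 0.07 at 26 min. At 0 min its kidneys ran from 2.53 to 5.18, and the lowest of them lay under the highest 16 min kidney at 2.55, so the difference of -1.92 did not separate the groups (exact permutation test, two-sided, p = 0.2). The module of Cluster 1 differed by -1.72 between 16 and 0 min (exact permutation test, p = 0.2), with 0 min kidneys between 2.27 and 4.65, and by -0.31 between 28 and 26 min, with no overlap between the groups (exact permutation test, p = 0.1). In Cluster 4 the module scored 5.04 ± 0.07 at 26 min and 3.97 ± 0.02 at 28 min, a difference of -1.07. Over the same interval the module of Cluster 2 rose by 0.73 and that of Cluster 3 by 0.33. From 28 to 30 min that of Cluster 5 rose by 0.56. For Cluster 7 the module rose by 0.90 from 0 to 16 min and changed by -0.94 from 28 to 30 min. For Cluster 8 it rose by 1.41 from 0 to 16 min and changed by -0.52 from 26 to 28 min. With each replicate left out in turn, the change of this module from 26 to 28 min ran from -0.68 to -0.27. In each of the differences given for the modules of Clusters 2, 3, 4, 5, 7 and 8, all 3 kidneys of one group lay beyond the 3 of the other (exact permutation test, two-sided, p = 0.1). A pseudocount of 0.1 FPKM moved the score difference of the module of Cluster 8 most, to 2.31.

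**Figure D2:**
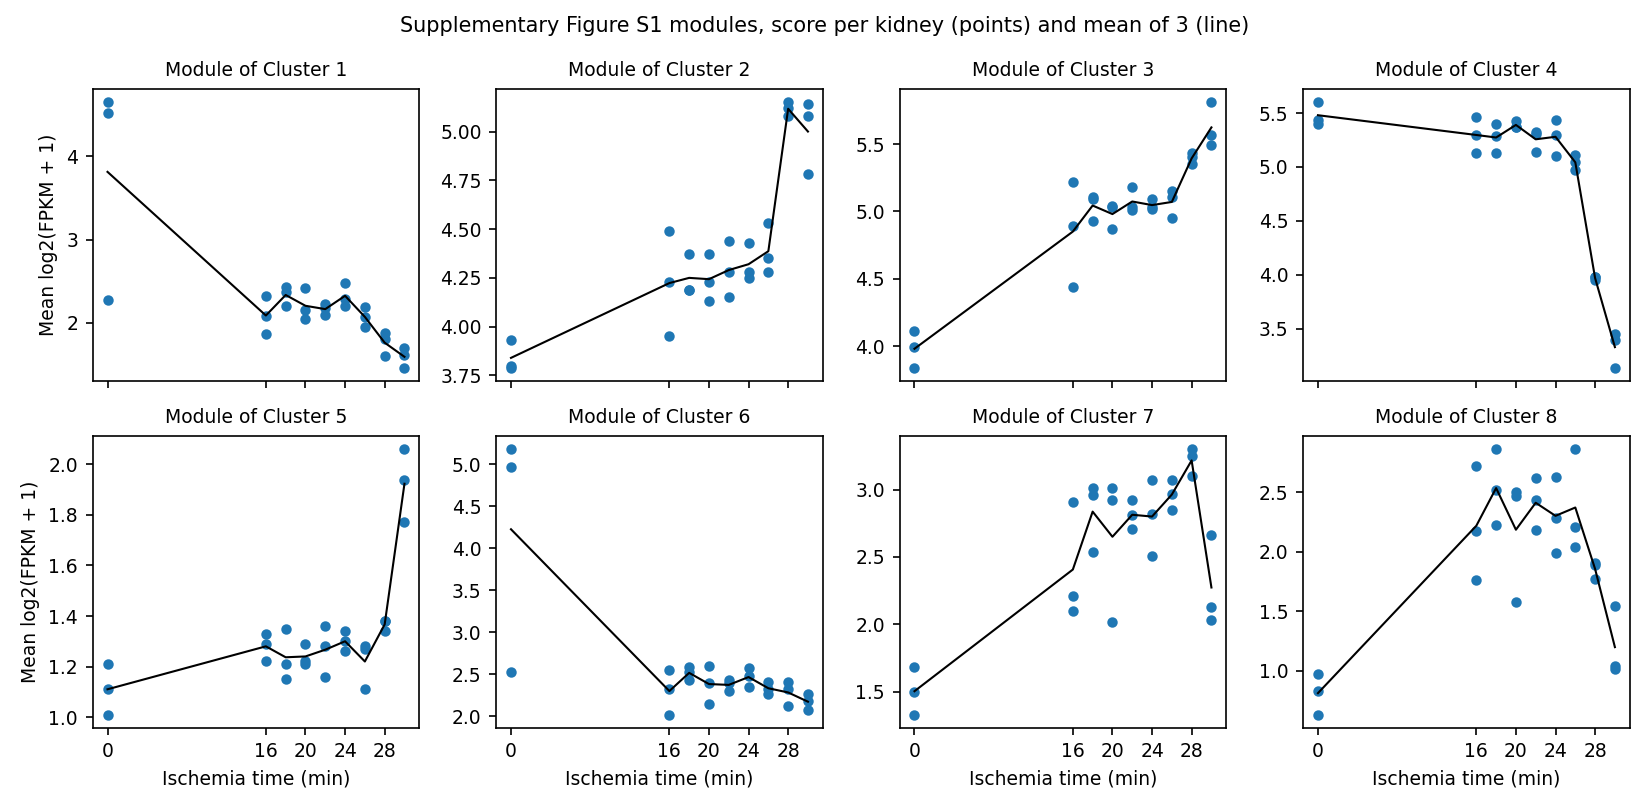
Score of each module of Supplementary Figure S1 (mean of log2(FPKM + 1) over its genes, vertical axis) against ischemia time in min, with 1 point per kidney and a line through the mean of 3 kidneys. In the modules of Clusters 1 and 6 a single 0 min kidney, at 2.27 and 2.53, lies among the ischemic kidneys.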

### 3.5 GO and KEGG pathway enrichment analyses of genes in each cluster

To gain insight into the biological roles of each cluster, KEGG pathway and GO term analyses were performed. The results showed that genes in each cluster were associated with distinct biological processes. Genes in Cluster 1, cluster 4 and cluster 6 were down-regulated with the prolongation of ischemia time. Cluster 1 was mainly associated with metabolic-related processes, such as “fatty acid metabolic process”, “purine-containing compound metabolic process”, “valine, leucine and isoleucine degradation”, “pyruvate metabolism”, and “tryptophan metabolism”. In addition, immune-related processes such as “complement and coagulation cascades”, “antigen processing and presentation”, and “Th1 and Th2 cell differentiation” were also enriched in Cluster 1. 

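The soft clusters were compared with Reactome pathway sets by a one-sided hypergeometric test, against the 5931 tested genes that belong to any set, with p-values adjusted within each cluster. Reactome sets stand in for the KEGG and GO terms, which were not used. In Cluster 1, 26 sets had an adjusted p-value under 0.05. Amino acid metabolism had 35 of its 185 genes in the cluster, against 6.96 expected (adjusted p = 5.0e-13). Branched-chain amino acid catabolism, the breakdown of valine, leucine and isoleucine, had 10 of 17 genes against 0.639 expected (adjusted p = 3.4e-08). Lipid metabolism had 46 of 491 genes (adjusted p = 9.9e-07), tryptophan catabolism 5 of 11 (adjusted p = 0.0033) and mitochondrial fatty acid beta-oxidation 5 of 15 (adjusted p = 0.012). Pyruvate metabolism had 2 of 20 genes, against 0.752 expected, and did not pass.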

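In Cluster 1, the Reactome set for the complement cascade had 2 of its 26 genes, against 0.978 expected (adjusted p = 1). The set for antigen presentation by class I MHC had 2 of 40 genes, against 1.5 expected (adjusted p = 1). Of the 46 union DEGs that the paper draws for Cluster 1, 29 fell in Cluster 6 here.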

Similar to Cluster 1, Cluster 4 genes were also mainly involved in metabolic-related processes.

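In Cluster 4, 8 Reactome sets passed an adjusted p-value of 0.05. Transport of glucose and other sugars, bile salts, organic acids, metal ions and amines had 16 of 89 genes in the cluster, against 2.16 expected (adjusted p = 2.3e-07). Amino acid metabolism had 16 of 185 genes against 4.49 expected (adjusted p = 0.0021), lipid metabolism 28 of 491 (adjusted p = 0.0026) and cholesterol biosynthesis 5 of 24 (adjusted p = 0.031).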

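Cluster 6 had 22 Reactome sets at an adjusted p-value under 0.05. Interferon signaling had 34 of its 126 genes in the cluster, against 2.76 expected (adjusted p = 5.2e-26). Interferon gamma signaling had 28 of 95 genes against 2.08 expected (adjusted p = 2.3e-22), cytokine signaling 35 of 232 (adjusted p = 3.3e-18) and antigen presentation by class I MHC 12 of 40 (adjusted p = 4.7e-09). MHC class II antigen presentation had 7 of 81 genes (adjusted p = 0.072) and the complement cascade 4 of 26 (adjusted p = 0.08), which did not pass.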

Genes in Cluster 6 were mainly involved in immune-related processes, such as “antigen processing and presentation”, “cytokine-cytokine receptor interaction”, “response to interferon-gamma”, “leukocyte mediated cytotoxicity”, and “T cell mediated cytotoxicity” (Supplementary Figure S2). These results indicated that, the main event of decline expression genes from ischemia 0 min to ischemia 16 min were immune-related processes, while genes with sharply decreased expression from ischemia 26 min to ischemia 28 min were mainly enriched in metabolism-related pathways.

Genes in Cluster 2, cluster 3 and cluster 5 were up-regulated with the prolongation of ischemia time. Cluster 2 were mainly involved in cell junction-related processes, such as “tight junction”, “focal adhesion”, “cell junction assembly”, and “cell-matrix adhesion”. In addition, “apoptosis”, “PI3K-Akt signaling pathway”, “MAPK signaling pathway”, and “complement and coagulation cascades” were also enriched in Cluster 2. 

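In Cluster 2, 10 Reactome sets had an adjusted p-value under 0.05. Cell junction organization had 10 of its 65 genes in the cluster, against 2.06 expected (adjusted p = 0.015). Cell and extracellular matrix interactions had 5 of 18 genes against 0.571 expected (adjusted p = 0.029), nucleotide metabolism 11 of 78 against 2.47 expected (adjusted p = 0.015), and translation 15 of 151 (adjusted p = 0.018).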

Genes in Cluster 3 were mainly associated with “wound healing”, “MAPK signaling pathway”, “TNF signaling pathway”, “PI3K-Akt signaling pathway” and “epithelial cell proliferation”. 

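In Cluster 3, 21 Reactome sets passed. Extracellular matrix organization had 16 of its 243 genes in the cluster, against 3.07 expected (adjusted p = 3.6e-05), degradation of the extracellular matrix 11 of 110 (adjusted p = 4.7e-05), and a tubulin folding set 5 of 19 (adjusted p = 9.1e-04).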

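In Cluster 5, 13 Reactome sets passed. Activation of matrix metalloproteinases had 8 of its 32 genes in the cluster, against 0.772 expected (adjusted p = 5.8e-04). Extracellular matrix organization had 19 of 243 genes against 5.86 expected (adjusted p = 0.0012), transport of insulin-like growth factors 7 of 28 (adjusted p = 0.0012) and platelet degranulation 11 of 85 (adjusted p = 0.0012).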

Cluster 5 were mainly involved in “renin-angiotensin system”, “cytokine-cytokine receptor interaction”, “HIF-1 signaling pathway”, “calcium signaling pathway”, “hydrolase activity” (Supplementary Figure S3).

Genes in cluster 7 and cluster 8 showed trapezoidal expression. They mainly enriched in DNA-repair related pathway, such as “DNA replication”, “cell cycle”, “mismatch repair”, “nucleotide excision repair”, and “recombinational repair”. In addition, genes in cluster 8 also involved in “cellular senescence”, “p53 signaling pathway”, “apoptosis - multiple species”, “gap junction”, “tyrosine metabolism” (Supplementary Figure S4).

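In Cluster 7, 69 Reactome sets passed. Mitotic cell cycle had 47 of its 400 genes in the cluster, against 6.2 expected (adjusted p = 8.2e-29). DNA replication had 29 of 99 genes against 1.54 expected (adjusted p = 2.6e-28), mismatch repair 5 of 16 against 0.248 expected (adjusted p = 5.7e-05), nucleotide excision repair 8 of 51 against 0.791 expected (adjusted p = 1.8e-05), and homologous recombination repair 4 of 16 (adjusted p = 0.0014). In Cluster 8, 50 sets passed. Mitotic prometaphase had 27 of 100 genes against 1.58 expected (adjusted p = 3.4e-24) and mitotic cell cycle 37 of 400 (adjusted p = 1.0e-17). DNA replication had 0 of 99 genes in Cluster 8, against 1.57 expected (adjusted p = 1). Mismatch repair had 0 of 16 genes in Cluster 8, nucleotide excision repair 0 of 51 and homologous recombination repair 1 of 16, and none passed.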

### 3.6 GSEA enrichment analysis of key genes and pathways in two key time intervals

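For 16 min against 0 min, the largest decreases were in genes of interferon-induced GTPase families. Gbp6 fell from 258 ± 226 FPKM (SD, n = 3) to 1.57 ± 0.721 FPKM, a log2 fold change of -5.90 (standard error 0.68, adjusted p = 1.6e-05 from limma). At 0 min its FPKM was 17.74, 466 and 290.6 in the 3 kidneys. Tgtp1, Iigp1, Gbp10 and Tgtp2 had log2 fold changes of -5.50, -5.01, -4.53 and -4.29. These genes have close paralogs, between which reads can be shared. Among the genes that rose, S100a6 had a log2 fold change of 3.00 and Col1a1 of 2.60. Gm3776 was listed at 0 FPKM in all 0 min kidneys, and its reads can be shared with the Gsta1 and Gsta2 genes. For 28 min against 26 min, the largest decrease was in Egf, which fell from 57.7 ± 26.6 FPKM (SD, n = 3) to 4.86 ± 0.455 FPKM (log2 fold change -3.23, standard error 0.60, adjusted p = 0.001 from limma). Mep1b fell from 23.2 ± 3.19 to 1.65 ± 0.142 FPKM (log2 fold change -3.15, adjusted p = 7.4e-05). Slc7a13, Acsm3 and Scd1 had log2 fold changes of -2.66, -2.56 and -2.54. Fosl1 rose from 1.17 ± 0.586 to 12.0 ± 1.26 FPKM (log2 fold change 2.58, adjusted p = 1.2e-04) and Krt20 from 15.7 ± 3.88 to 80.9 ± 22.5 FPKM (log2 fold change 2.30). Of the tested genes, 26.4% had no overlap between the 3 kidneys at 16 min and the 3 at 0 min, and 37.5% had none between 28 and 26 min, where chance gives 10%.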

According to the results of time-dependent gene expression cluster analysis, gene expression changes were most significant in the interval of 0 min–16 min and 26 min to 28 min. Therefore, we further analyzed the GSEA enrichment changes of these two key time intervals in order to find common and characteristic enrichment pathways. GSEA analysis showed that there were many common enrichment pathways in the 16 min–0 min group and 28 min–26 min group, among which DNA-repair related pathways, such as “DNA replication”, “mismatch repair”, and “nucleotide excision repair”, were all up-regulated in both two key time intervals. 

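Gene set enrichment was computed with fgsea on the moderated statistic of limma, over 953 Reactome sets of 10 to 500 genes, in place of the KEGG sets. In the 16 min-0 min group 337 sets passed an adjusted p-value of 0.05, with 285 higher and 52 lower. In the 28 min-26 min group 336 passed, with 257 higher and 79 lower. Of these, 133 were higher in both groups. DNA replication had a normalized enrichment score (NES) of 2.17 in the 16 min-0 min group (adjusted p = 8.0e-07) and 2.52 in the 28 min-26 min group (adjusted p = 8.2e-13). Nucleotide excision repair had NES of 1.93 (adjusted p = 0.0015) and 1.95 (adjusted p = 3.9e-04). Mismatch repair had an NES of 2.09 in the 16 min-0 min group (adjusted p = 4.8e-04) and of 1.52 in the 28 min-26 min group, where it did not pass (adjusted p = 0.063). With each replicate left out in turn, its NES in the 28 min-26 min group ran from 1.4 to 1.68. It passed in 2 of these 6 fits. For the Reactome sets 16 min vs 0 min, a limma fit of only these 2 groups moved the number that passed most, to 284.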

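In the Reactome sets, 27 were lower in both the 16 min-0 min group and the 28 min-26 min group. Branched-chain amino acid catabolism had an NES of -2.14 in the first (adjusted p = 8.2e-05) and -2.45 in the other (adjusted p = 7.9e-09). Peroxisomal lipid metabolism had NES of -1.93 (adjusted p = 0.0019) and -2.11 (adjusted p = 2.3e-04), and tryptophan catabolism of -1.81 (adjusted p = 0.015) and -2.05 (adjusted p = 3.8e-04). In the 16 min-0 min group, tryptophan catabolism did not pass in 2 of the 6 fits that left out one replicate. Mitochondrial fatty acid beta-oxidation had NES of -2.06 (adjusted p = 3.1e-04) and -2.18 (adjusted p = 3.9e-05).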

While metabolism related pathways, such as “propanoate metabolism”, “steroid hormone biosynthesis”, “Valine, leucine and isoleucine degradation”, and “glyoxylate and dicarboxylate metabolism” were all down-regulated in both two key time intervals (Table 1).

**TABLE 1:** The common enrichment pathways in GSEA analysis of genes in 16min–0min group and 28min–26min group.

	16-0 min group			28-26 min group		
GSEA enrichment pathways	NES	p.adjust	Express trend	NES	p.adjust	Express trend
DNA replication	0.766	0.002	up-regulation	0.62	0.004	up-regulation
IL-17 signaling pathway	0.532	0.002	up-regulation	0.417	0.007	up-regulation
p53 signaling pathway	0.555	0.002	up-regulation	0.44	0.007	up-regulation
Mismatch repair	0.718	0.004	up-regulation	0.571	0.022	up-regulation
Nucleotide excision repair	0.607	0.004	up-regulation	0.514	0.009	up-regulation
Valine, leucine and isoleucine degradation	−0.517	0.006	down-regulation	−0.699	0.002	down-regulation
beta-Alanine metabolism	−0.625	0.008	down-regulation	−0.656	0.002	down-regulation
Propanoate metabolism	−0.638	0.008	down-regulation	−0.629	0.004	down-regulation
Complement and coagulation cascades	−0.432	0.011	down-regulation	−0.463	0.005	down-regulation
Peroxisome	−0.448	0.011	down-regulation	−0.614	0.002	down-regulation
Tryptophan metabolism	−0.544	0.013	down-regulation	−0.672	0.002	down-regulation
Pantothenate and CoA biosynthesis	−0.625	0.022	down-regulation	−0.673	0.002	down-regulation
Butanoate metabolism	−0.608	0.023	down-regulation	−0.685	0.002	down-regulation
Vitamin digestion and absorption	−0.614	0.027	down-regulation	−0.61	0.022	down-regulation
Glyoxylate and dicarboxylate metabolism	−0.567	0.034	down-regulation	−0.654	0.002	down-regulation
Phenylalanine metabolism	−0.62	0.04	down-regulation	−0.719	0.002	down-regulation
Proteasome	−0.594	0.004	down-regulation	0.595	0.002	up-regulation
Protein digestion and absorption	0.467	0.006	up-regulation	−0.592	0.002	down-regulation
ECM-receptor interaction	0.456	0.009	up-regulation	−0.435	0.01	down-regulation

GSEA, gene set enrichment analysis; NES, normalized enrichment score; ECM, extra-cellular matrix.

In addition, immune-related pathways, such as “antigen processing and presentation”, “Th1 and Th2 cell differentiation” were downregulated only in 16 min–0 min group (Table 2); “TNF signaling pathway”, “glutathione metabolism”, “gap junction”, “fatty acid biosynthesis”, and “cell cycle” were upregulated only in 16 min–0 min group. 

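In the 16 min-0 min group, 16 Reactome sets were lower and 143 were higher that did not pass in the 28 min-26 min group. Interferon gamma signaling had an NES of -2.64 in the 16 min-0 min group (adjusted p = 8.5e-13) and 0.80 in the 28 min-26 min group (adjusted p = 0.98). Antigen presentation by class I MHC had NES of -2.42 (adjusted p = 4.6e-08) and -1.11 (adjusted p = 0.46). MHC class II antigen presentation had NES of 1.32 (adjusted p = 0.18) and 0.84 (adjusted p = 0.93), and the sign in each group differed between rankings of the genes. Mitotic cell cycle was higher in both groups, with NES of 2.70 (adjusted p = 1.2e-33) and 1.89 (adjusted p = 1.8e-10). Glutathione conjugation had an NES of 1.58 in the 16 min-0 min group (adjusted p = 0.08) and -0.93 in the 28 min-26 min group (adjusted p = 0.73), and passed in neither. Whether the enrichment of a set differed between the 2 groups was not tested. The p-values of fgsea come from permuting genes and do not measure the spread between mice. The mean of log2(FPKM + 1) over 8 interferon response genes was 3.01 in replicate 1 at 0 min. That lay among the ischemic kidneys, at 2.45 to 3.67, and this mean did not separate 16 from 0 min (exact permutation test, two-sided, p = 0.3).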

In contrary, metabolism-related pathways, such as “glycolysis/Gluconeogenesis”, “tyrosine metabolism”, “glycine, serine and threonine metabolism”, “PPAR signaling pathway”, “citrate cycle”, and “nitrogen metabolism”, and oxidative stress related pathways, such as “oxidative phosphorylation” were downregulated only in 28 min–26 min group (Table 3).

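In the 28 min-26 min group, 43 Reactome sets were lower that did not pass in the 16 min-0 min group. Respiratory electron transport had an NES of -2.93 (adjusted p = 1.4e-16) in the 28 min-26 min group. In the 16 min-0 min group its NES was 0.88 (adjusted p = 0.79), and -0.59 when genes were ranked by log2 fold change. The citric acid cycle had an NES of -2.22 (adjusted p = 3.4e-05) there and of -1.02 in the 16 min-0 min group (adjusted p = 0.6). Gluconeogenesis had an NES of -1.73 in the 28 min-26 min group (adjusted p = 0.01) and of 1.73 in the 16 min-0 min group (adjusted p = 0.02). Glycolysis had NES of -1.35 (adjusted p = 0.19) and 1.98 (adjusted p = 0.0019) in these groups. Phenylalanine and tyrosine catabolism had NES of -2.09 (adjusted p = 1.6e-04) and -1.64 (adjusted p = 0.056). The camera test, which allows for a preset correlation between genes, called this last set lower in the 16 min-0 min group (adjusted p = 0.021). There the set also passed in 1 of the 6 fits that left out one replicate.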

**TABLE 2:** The unique enrichment pathways in GSEA analysis of genes in 16min–0min group.

GSEA enrichment pathways	NES	p.adjust	Express trend
Cell cycle	0.707	0.002	up-regulation
Homologous recombination	0.682	0.002	up-regulation
Fatty acid biosynthesis	0.605	0.046	up-regulation
Gap junction	0.505	0.002	up-regulation
Glutathione metabolism	0.467	0.021	up-regulation
TNF signaling pathway	0.427	0.009	up-regulation
Antigen processing and presentation	−0.792	0.002	down-regulation
ABC transporters	−0.583	0.004	down-regulation
Th1 and Th2 cell differentiation	−0.574	0.002	down-regulation
Cell adhesion molecules	−0.505	0.004	down-regulation
Th17 cell differentiation	−0.495	0.004	down-regulation
Phagosome	−0.474	0.004	down-regulation
Natural killer cell mediated cytotoxicity	−0.458	0.011	down-regulation

GSEA, gene set enrichment analysis; NES, normalized enrichment score.

**TABLE 3:** The unique enrichment pathways in GSEA analysis of genes in 28min–26min group.

GSEA enrichment pathway	NES	p.adjust	Express trend
Nucleocytoplasmic transport	0.443	0.002	up-regulation
C-type lectin receptor signaling pathway	0.442	0.002	up-regulation
Oxidative phosphorylation	−0.502	0.002	down-regulation
PPAR signaling pathway	−0.557	0.002	down-regulation
Retinol metabolism	−0.561	0.002	down-regulation
Glycolysis/Gluconeogenesis	−0.567	0.002	down-regulation
Starch and sucrose metabolism	−0.619	0.002	down-regulation
Tyrosine metabolism	−0.645	0.002	down-regulation
Histidine metabolism	−0.711	0.002	down-regulation
Carbon metabolism	−0.431	0.003	down-regulation
Glycine, serine and threonine metabolism	−0.567	0.004	down-regulation
Citrate cycle (TCA cycle)	−0.64	0.004	down-regulation
Arginine and proline metabolism	−0.526	0.005	down-regulation
Renin-angiotensin system	−0.604	0.005	down-regulation
Nitrogen metabolism	−0.739	0.005	down-regulation
2-Oxocarboxylic acid metabolism	−0.7	0.006	down-regulation
Biosynthesis of amino acids	−0.439	0.025	down-regulation
Arginine biosynthesis	−0.647	0.026	down-regulation
Pyruvate metabolism	−0.491	0.027	down-regulation
Ascorbate and aldarate metabolism	−0.564	0.027	down-regulation
Sulfur metabolism	−0.709	0.027	down-regulation
Fatty acid metabolism	−0.449	0.032	down-regulation
Collecting duct acid secretion	−0.56	0.036	down-regulation
Endocrine and other factor-regulated calcium reabsorption	−0.437	0.038	down-regulation
Fatty acid degradation	−0.46	0.039	down-regulation
Other glycan degradation	−0.602	0.039	down-regulation
Taurine and hypotaurine metabolism	−0.654	0.039	down-regulation
Cysteine and methionine metabolism	−0.456	0.041	down-regulation

GSEA, gene set enrichment analysis; NES, normalized enrichment score; PPAR, peroxisome proliferators-activated receptors; TCA, tricarboxylic acid cycle.

These results were consistent with previous results of GO and KEGG pathway analysis, namely, gene expression of immune-related pathways was down-regulated in short-term ischemia, while in long-term ischemia, metabolism-related pathways were the mainly enriched pathway. Thus, we performed a more detailed analysis of genes in immune-related pathways and metabolism-related pathways (Figure 6). 

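Of the 61 genes that Figure 6 draws for immune-related pathways, 27 were lower DEGs in the 16 min-0 min group, and the mean of their log2(FPKM + 1) differed by -1.01 (exact permutation test, two-sided, p = 0.1, the smallest that 3 kidneys against 3 allow). In the 28 min-26 min group 0 of them were DEGs and their mean differed by 0.02 (exact permutation test, p = 0.8). Of the 109 genes drawn for metabolism-related pathways, 4 were lower DEGs in the 16 min-0 min group, 38 were lower with an adjusted p-value under 0.05 over all tested genes, and their mean differed by -0.24 (exact permutation test, p = 0.3). In the 28 min-26 min group 13 were lower DEGs, and 77 were lower with an adjusted p-value under 0.05. Their mean differed by -0.61 (exact permutation test, p = 0.1). Figure 6 draws genes of pathways that the paper found enriched in either group alone, on these same kidneys. The contrast between these lists was therefore partly fixed by their selection, and the values describe the lists without testing them. From the GSEA together with its GO and KEGG analysis of the clusters, the paper concludes that expression of immune-related pathways falls in short-term ischemia and that metabolism-related pathways are the ones mainly enriched in long-term ischemia.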

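In the 16 min-0 min group, Tnfsf10 fell from 31 ± 17.5 FPKM (SD, n = 3) to 8.39 ± 0.785 FPKM, a log2 fold change of -1.70 (standard error 0.28, adjusted p = 4.4e-04 from limma). Gsta1 rose from 1.17 ± 0.312 to 27.0 ± 27.5 FPKM, a log2 fold change of 3.12 (standard error 0.52, adjusted p = 4.6e-04). Reads of Gsta1 can be shared with its paralogs. Idh2 had a log2 fold change of -0.53 in the 16 min-0 min group (adjusted p = 0.017) and of -0.51 in the 28 min-26 min group (adjusted p = 0.022), and of -1.19 at 28 min against 0 min. Gnmt had log2 fold changes of -0.75 (adjusted p = 0.038), -0.98 (adjusted p = 0.0084) and -2.41 in these 3 comparisons. Prdx6 had 0.31 (adjusted p = 0.061), 0.59 (adjusted p = 0.0011) and 1.14. Idh2 and Gnmt fell in Cluster 1, Prdx6 and Gsta1 in Cluster 2, and Tnfsf10 in Cluster 6.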

Genes, such as Pgam2, Idh2, Gnmt, Prdx6, Gsta1, Stat1, and Tnfsf10 were critical genes in maintaining immune and metabolism process.

**FIGURE 6:**
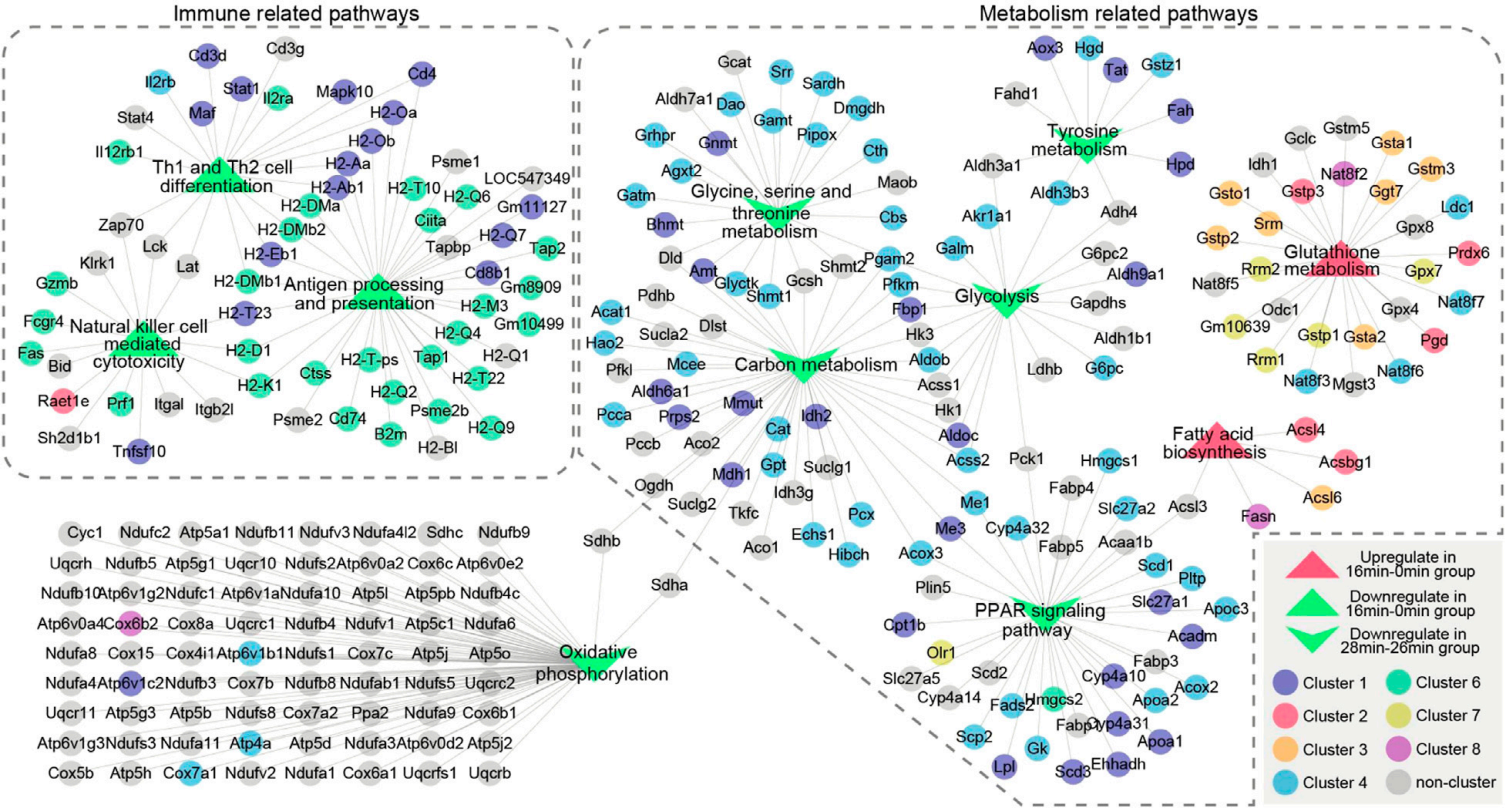
The relationship of unique enrichment pathways in GSEA analysis of genes in 16 min–0 min group or 28 min–26 min group. Two dotted boxes represent functional modules of immune related pathways and metabolism related pathways. The circles represent genes and the triangles represent GSEA enrichment pathways. Different colors represent genes enriched in different clusters. Genes are connected based on the pathways they belong to. GSEA, gene set enrichment analysis.

Furthermore, as indicated above, inflammation related pathways and cell repair related pathways were critical upregulated processes that reflect the kidney injury and repair. Thus, we also performed a more detailed analysis of genes in the pertinent enriched pathways (Figure 7). Pathways in inflammation related pathways and cell repair related pathways were connected by mutually overlapping genes and form an integrated functional module. Mutual genes, such as Fos, Jun, Lcn2, Cxcl1, Cxcl2, Cxcl5, Ccl2, Ptgs2, Mapk11, Mapk12, Bcl3 are critical genes in maintaining inflammation interactions; Trp53, Cdk4, Pold4, Pole2, and Lig1 are critical genes in maintaining cell repair and replications.

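Figure 7 draws 90 genes for inflammation-related pathways. In the 16 min-0 min group 6 of them were higher DEGs and 1 was a lower DEG. In the 28 min-26 min group 4 were higher DEGs. There 24 were higher and 1 was lower with an adjusted p-value under 0.05 from limma. At 28 min against 0 min 30 were higher DEGs and 1 was a lower DEG. For cell repair-related pathways 132 genes are drawn. In the 16 min-0 min group 20 of them were higher DEGs and 1 was a lower DEG. In the 28 min-26 min group 4 were higher DEGs and 1 was a lower DEG. There 27 were higher and 1 was lower with an adjusted p-value under 0.05 from limma. At 28 min against 0 min 59 were higher DEGs. In the 16 min-0 min group, Cxcl1 had a log2 fold change of 2.54 (standard error 0.58, adjusted p = 0.005 from limma) and Ccl2 of 1.74 (standard error 0.33, adjusted p = 0.0012). Jun (0.88, adjusted p = 0.0059), Cxcl2 (0.96, adjusted p = 0.019), Cxcl5 (0.76, adjusted p = 0.03) and Mapk11 (0.67, adjusted p = 0.0031) passed the adjusted p-value with log2 fold changes under 1. Fos (1.27, adjusted p = 0.059), Bcl3 (1.00, adjusted p = 0.14) and Mapk12 (0.37, adjusted p = 0.078) did not pass it. Among the repair genes, Lig1 was a DEG with a log2 fold change of 1.00 that exceeded 1 before rounding (standard error 0.30, adjusted p = 0.024). Its log2 fold change ran from 0.61 to 1.28 with each replicate left out in turn. In 3 of these 6 fits Lig1 was no longer a DEG. Pold4 (0.76, adjusted p = 0.038) and Pole2 (0.63, adjusted p = 0.024) also passed the adjusted p-value. In the 28 min-26 min group, Mapk11 had a log2 fold change of 0.57 (adjusted p = 0.0093), Pold4 of 0.73 (adjusted p = 0.045) and Pole2 of 0.57 (adjusted p = 0.037). Over this interval Jun changed by 0.04 (adjusted p = 0.95) and Cxcl5 by -0.13 (adjusted p = 0.78).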

**FIGURE 7:**
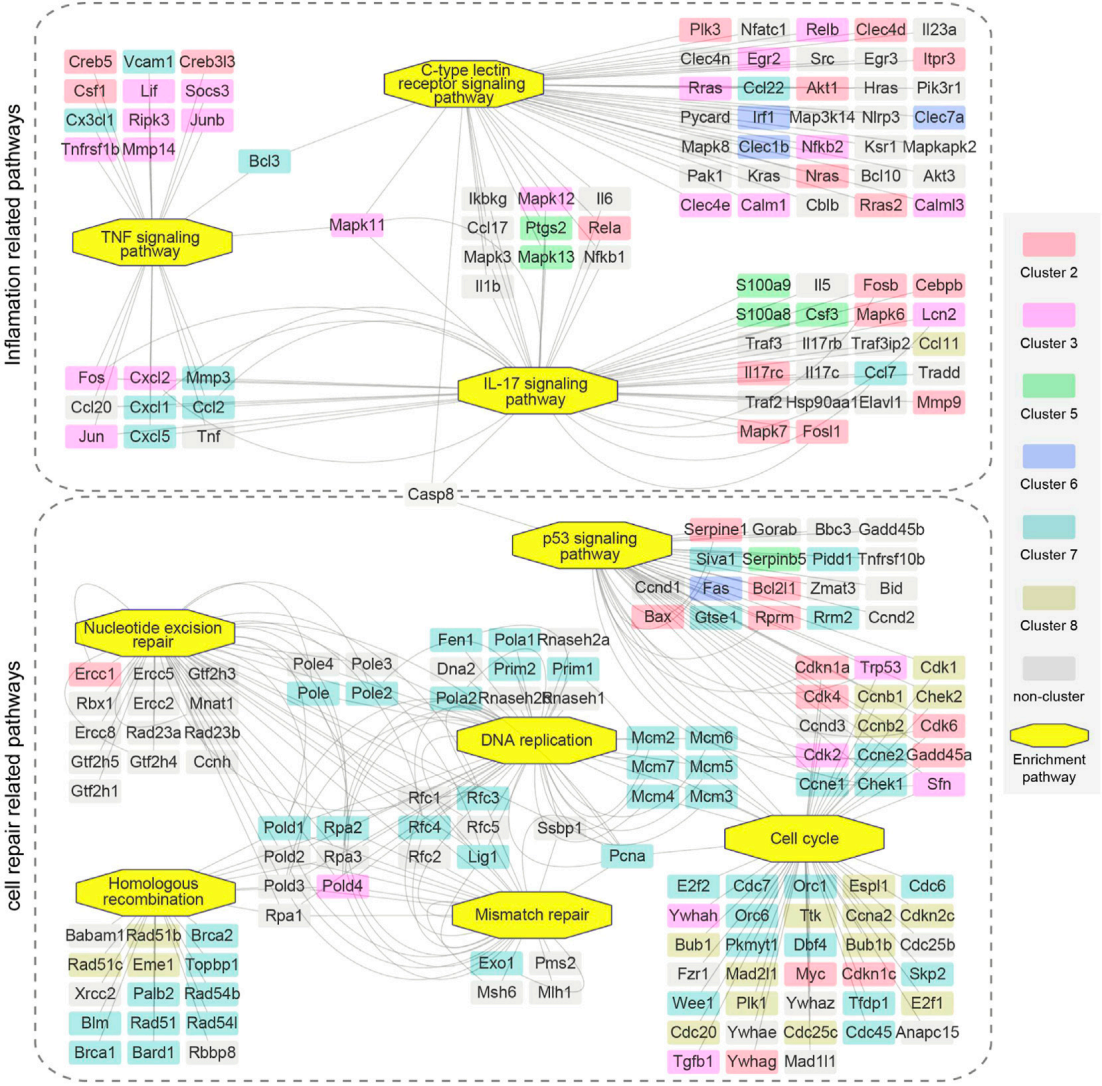
The relationship of upregulated enrichment pathways in GSEA analysis of genes in 16 min–0 min group and 28 min–26 min group. Two dotted boxes represent functional modules of inflamation related pathways and cell repair related pathways. The rectangles represent genes and the octagons represent GSEA enrichment pathways. Different colors represent genes enriched in different clusters. Genes are connected based on the pathways they belong to. GSEA, gene set enrichment analysis.

### 3.7 Verification of key genes expression

In addition, to verify the expression pattern of the key genes, we performed qPCR assays for the four representative genes in the kidney sample (ischemia 0 min, 16 min, 26 min, and 28 min) and compared them with the RNA-seq results. As shown in Figure 8, the expression patterns of Stat1, Lcn2, Pgam2, and Ptgs2 were highly consistent between the RNA-seq and qPCR results. 

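The RNA-Seq values of Lcn2, Pgam2 and Ptgs2 are given in FPKM as mean ± SD over 3 kidneys. Lcn2 was 28.2 ± 30.7 at 0 min, 280 ± 185 at 26 min and 839 ± 86.7 at 28 min. Its mean at 16 min was 277, from kidneys with 387.9, 410.3 and 31.43 FPKM. At that time it had a log2 fold change of 2.99 (adjusted p = 0.011 from limma over all 27 kidneys), while the lowest of these kidneys lay under replicate 3 at 0 min, at 63.62 FPKM (exact permutation test, two-sided, p = 0.2). From 26 to 28 min Lcn2 had a log2 fold change of 1.67 (adjusted p = 0.15 from limma), with all 28 min kidneys above all 26 min kidneys (exact permutation test, p = 0.1). Pgam2 was 68.1 ± 5.3 at 0 min, 68.6 ± 12.6 at 16 min, 62.7 ± 24.9 at 26 min and 25.0 ± 2.61 at 28 min, with a log2 fold change of -1.24 from 26 to 28 min (adjusted p = 0.0035 from limma, exact permutation test p = 0.1). Ptgs2 was under 1 FPKM on average at all 4 times, with 0.477 ± 0.584 at 0 min, 0.457 ± 0.117 at 16 min, 0.373 ± 0.255 at 26 min and 0.81 ± 0.0529 at 28 min. Its log2 fold change from 26 to 28 min was 0.44 (adjusted p = 0.13 from limma, exact permutation test p = 0.1). In a fit of the 2 compared groups alone, the increase of Lcn2 at 16 min and the decrease of Pgam2 at 28 min no longer passed an adjusted p-value of 0.05.

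**Figure D3:**
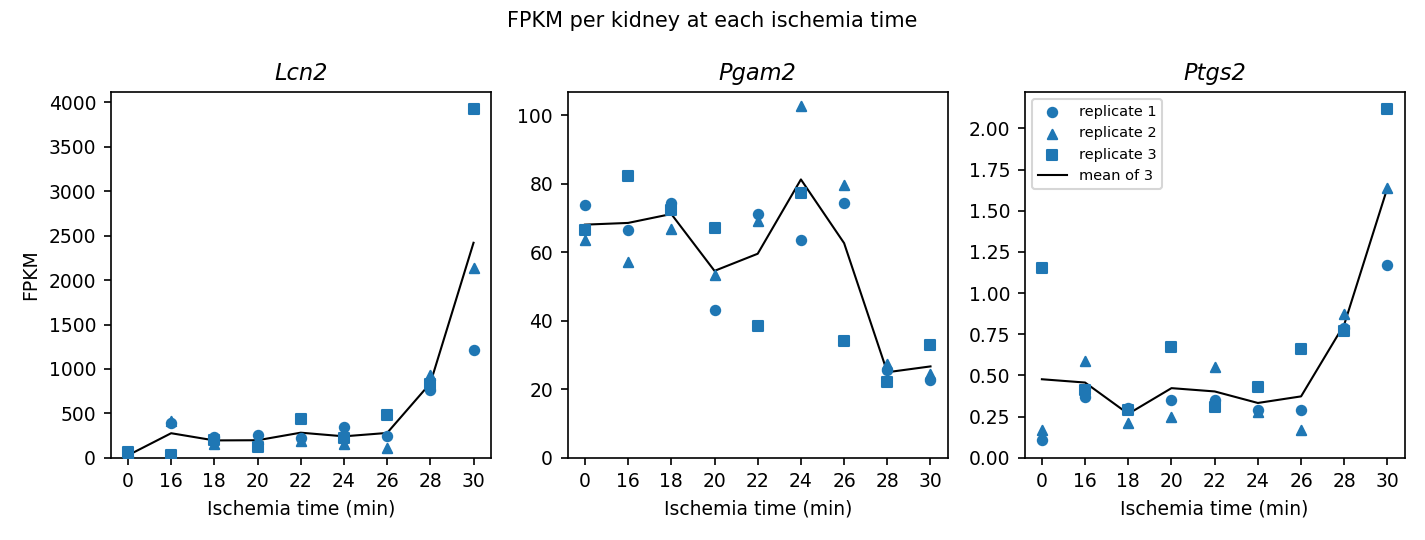
FPKM of Lcn2, Pgam2 and Ptgs2 (vertical axes, each starting at 0) at the 9 ischemia times in min, with 1 point per kidney, marked by replicate number, and a line through the mean of 3 kidneys. At 28 min the 3 kidneys of Pgam2 lie at 27.3 FPKM or lower, under all kidneys at 26 min, and replicate 3 of Lcn2 at 16 min lies at 31.43 FPKM, under the other replicates of that time.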

In conclusion, this finding suggests that our RNA-seq data were reliable, and the function and specific mechanism of these key genes in renal injury repair deserve further study.

**FIGURE 8:**
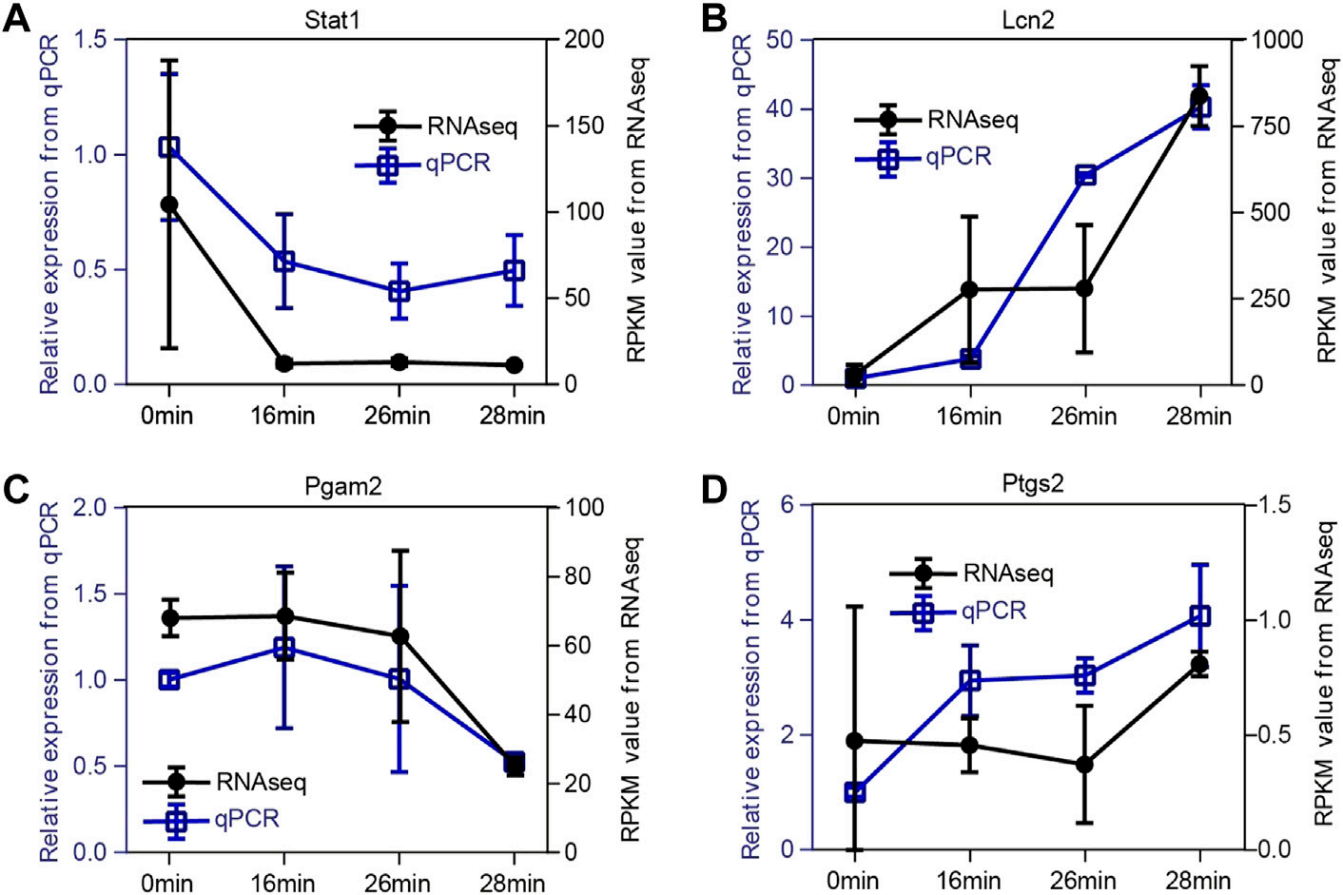
Validation of expression patterns of four representative key genes. **(A–D)** The expression level of Stat1**(A)**, Lcn2**(B)**, Pgam2**(C)**, and Ptgs2**(D)**. To verify the dynamic change of expression level, we selected four representative genes to perform the qPCR assay. The expression patterns of Stat1, Lcn2, Pgam2, and Ptgs2 are highly consistent between RNA-seq data and qPCR results. The x-axis represents the time points. The right black y-axis represents the RPKM value from RNA-seq data, and the left blue y-axis indicates the relative expression level of qPCR results.

## 4 Discussion

How many minutes of ischemia time is a safe warm ischemia time of kidney? Different studies have drawn mixed conclusions (Lane et al., 2008; Funahashi et al., 2009; Thompson et al., 2010). What are the pathological changes and molecular characteristics of different renal ischemia time? There are also lacking systematic research.

The experimental mouse models of renal ischemia/reperfusion injury (IRI) can well simulate renal injury caused by renal artery occlusion in human partial nephrectomy. However, there are various surgical methods for IRI model reported in different studies: bilateral IRI (bIRI) (Chen et al., 2018; Chen et al., 2022), contralateral kidney reservation plus unilateral IRI (uIRI) (Godwin et al., 2010; Huang et al., 2022), contralateral nephrectomy plus unilateral IRI (uIRIx) (Ferhat et al., 2018; Wang et al., 2022), unilateral IRI plus contralateral resection 14d before surgery (Chou et al., 2020), and so on (Wei and Dong, 2012; Fu et al., 2018; Wei et al., 2019a; Shiva et al., 2020). The setting of IRI ischemia time varies from 18min to 35min. It has been reported that uIRIx model mice with ischemia greater than 18 min, or bIRI model mice with ischemia greater than 21 min will die within 72 h (Wei et al., 2019a). There were also reports of bilateral ischemia of 21min (Liu et al., 2017), 26 min (Inoue et al., 2016), 28 min (Liu et al., 2014), 30min (Chen et al., 2019), 35 min (Chen et al., 2018), and mice can survive for at least 7 days.

In this study, combined with the experience of previous studies, we established a relatively stable uIRIx model to explore the pathological features, and molecular network characteristics of mouse kidney with different degrees of ischemia. We found that there was no significant difference among 0 min–26 min of ischemia in SCr, while the SCr was dramatically changed between 26 min and 28 min ischemia groups at the condition of 37°C. However, the pathological changes were not exactly the same as SCr. Although there was no change in SCr, renal damage such as cellular casts and renal tubular obstruction could be observed from the group with more than 20 min of ischemia.

Soranno et al. reported that SCr may be poor predictor of long-term histological and functional outcomes after uIRI (Soranno et al., 2019). Slocum et al. also reported that SCr is insensitive, nonspecific, and a late marker of disease (Slocum et al., 2012). Even though 24 h is the peak period of SCr after IRI (Hesketh et al., 2014; Liu et al., 2017), SCr remains unelevated in mild injury, and focusing solely on SCr may mask the severity of renal injury. The SCr at reperfusion 24 h reached the maximum in ischemia 30 min group, and there was no significant difference in SCr between ischemia 60 min and ischemia 30 min (data were not shown) at reperfusion 24 h, which means that SCr also did not totally reflect the extent of acute severe kidney injury.

Some experts reported that both pathological and urea nitrogen (BUN) changes occurred after 18 min of renal ischemia (Kirita et al., 2020), while other reports showed that pathological changes were not significant after 20 min of ischemia (Ide et al., 2021). Such disunity indicates that there are complex influencing factors in the animal model of renal ischemia-reperfusion injury. So far, many factors affect the degree of renal injury after ischemia-reperfusion, including ischemia time, intraoperative kidney temperature, surgical method (unilateral or bilateral renal ischemia-reperfusion), surgical incision site (midline or lateral abdomen), age, gender, and even the type of the nontraumatic microaneurysm clamp, etc. Temperature has a great influence on ischemic tolerance. It has been reported that mice with 2 h of cold ischemia exhibited no significant changes in renal function or histopathology, and 3 h or 4 h of cold ischemia led to mild to moderate acute kidney injury with characteristic features (Wei et al., 2019b). Males are more susceptible to AKI than females, which means female sex protects against development of acute kidney injury (AKI) (Viñas et al., 2020). AKI onset age defines whether the kidney undergoes repair or maladaptive remodeling, the older was less tolerant to injury, and more susceptible to undergo maladaptive repair (Rudman-Melnick et al., 2020).

Other than SCr and BUN, many other injury-related molecules, such as Kim1 (havcr1), Lcn2 (Ngal), and Il6, were also determined to predict kidney damage. Our results showed that the increase of Kim1 and Lcn2 expression emerged at 16 min and 22 min of ischemia respectively, and gradually enhanced according to the ischemia time. However, the expression of Il6 was significantly increased at 30 min of ischemia, with no significant changes in less than 28 min. As can be seen, the molecular expression patterns of each injured molecule are not the same under different ischemic time. Therefore, we further performed high-throughput RNA-Seq.

High-throughput RNA-Seq results also confirmed that the molecular levels of kidney genes had started to change at 16 min–26 min of ischemia whereas SCr showed no difference. 

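With no threshold on the fold change, 3463 genes had an adjusted p-value under 0.05 at 16 min against 0 min, and 5796 had an unadjusted p-value under 0.05. For 354 of the DEGs at 16 min, all 3 kidneys of one group lay beyond the 3 of the other.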

The pathology of the 863 DEGs in the 16 min ischemia group presented no alterations. Those results indicate that molecular alterations were faster and earlier than pathology changes and SCr. It is also worth noting whether there will be changes under electron microscopy at the organelle level rather than cellular level. 

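Havcr1, which encodes Kim1, had a log2 fold change of 4.71 at 16 min against 0 min (standard error 0.74, adjusted p = 3.3e-04 from limma). Its FPKM was 9.11 ± 11.2 (SD, n = 3) at 0 min and 314 ± 270 at 16 min. The 3 kidneys at 16 min had 331.9, 574.5 and 35.08 FPKM, and those at 0 min 2.81, 2.49 and 22.02, so all 16 min kidneys were above all 0 min kidneys. With each replicate left out in turn, the log2 fold change lay between 3.95 and 5.89. Its FPKM was 394 ± 188 at 18 min, 557 ± 134 at 26 min, 1270 ± 126 at 28 min and 987 ± 177 at 30 min. At 28 and 30 min its log2 fold change against 0 min was 7.55 and 7.06.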

Among the 863 DEGs in the 16 min–0 min group, Kim1 (Havcr1) presented the highest expression DEGs, and the log(fold change) was 4.99. Since Kim1 can be detected in blood and urine (Vinken et al., 2012), and its peak occurred 24 h after IRI (Chen et al., 2022), blood or urine tests for Kim1 may be considered a possible method to detect signs of mild kidney damage”.

For a long time, AKI was considered to be a self-recovery disease, while recent studies have highlighted that AKI can lead to fibrosis and CKD (Venkatachalam et al., 2015; Kormann et al., 2020). When kidney injury is mild and baseline function is normal, the repair process can be adaptive with few long-term consequences. When the injury is more severe, repeated, or to a kidney with underlying disease, the repair can be maladaptive (Canaud and Bonventre, 2015). In order to find the molecular network characteristics of mild to severe ischemia reperfusion kidney injury, and explain key changes in the occurrence of mild and severe injuries, we classified all 4,519 union DEGs identified in high-throughput RNA-Seq into 8 clusters according to the expression patterns.

The expression of genes in Cluster 2 and Cluster 3 were both enhanced with the increase of ischemia degree. Genes in Cluster1, Cluster 4, and Cluster 6 presented reduced expression after ischemia. Inhibiting the function of continuously increased expression genes in Cluster 2 and Cluster 3 or promoting the function of the continuously decreased expression genes in Cluster1 and Cluster 4 may have a potential renal protective effect on AKI. For example, Cdk4 and Cdk6 were members of Cluster 2, Pabla et al. found that G1/S-regulating cyclin dependent kinase 4/6 (CDK4/6) pathway is activated in nephrotoxic AKI (Pabla et al., 2015), and targeted inhibition of CDK4/6 pathway by small-molecule inhibitors resulted in inhibition of cell-cycle progression, amelioration of kidney injury, and improved overall survival.

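Both genes fell in Cluster 2, Cdk4 with a membership of 0.92 and Cdk6 with 1.00. Cdk4 had a log2 fold change of 0.38 at 16 min (adjusted p = 0.083 from limma), 1.14 at 28 min (adjusted p = 3.7e-06) and 0.98 at 30 min against 0 min. Cdk6 had 0.40 (adjusted p = 0.053), 1.23 (adjusted p = 6.2e-07) and 1.22 at these times. From 26 to 28 min they rose by 0.48 (adjusted p = 0.031) and 0.78 (adjusted p = 7.7e-04) on the log2 scale.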

Targeted inhibition of CDK4/6 pathway by small-molecule inhibitors palbociclib (PD-0332991) and ribociclib (LEE011) resulted in inhibition of cell-cycle progression, amelioration of kidney injury, and improved overall survival (Pabla et al., 2015; Brown et al., 2020; Kim et al., 2020). Kim et al. also reported that mice treated with PD 0332991 before IRI exhibited dramatically reduced epithelial progression through S phase 24 h after IRI and ameliorated kidney injury, as reflected by improved SCr and blood urea nitrogen levels 24 h after injury. The inflammatory markers and macrophage infiltration were also significantly decreased in injured kidneys 3 days following IRI.

The expression of genes in cluster 7 and cluster 8, which mainly enriched in DNA-repair related pathway, increased in mild injury and decreased in severe injury. It was reported that epithelial cell cycle arrest plays an important role in the development of fibrosis (Bonventre, 2014; Lovisa et al., 2015; Moonen et al., 2018). Thus, we speculate that these genes in cluster 7 and cluster 8 may participate in the process of injury repair and play an important role in physiological repair function.

According to the results of time-dependent gene expression cluster analysis, gene expression changes were most significant in two key time intervals, 0 min–16 min and 26 min to 28 min. GSEA enrichment analysis of these two key time intervals were consistence with above results. These results revealed that gene expression of immune-related pathways was down-regulated in short-term ischemia, while in long-term ischemia metabolism-related pathways were the mainly enriched pathway. This finding suggests the important role of metabolic pathways in ischemia-reperfusion.

Recently, single-cell transcriptomic data showed that metabolic processes are critical for maintaining the cellular identity of fully differentiated PT cells, and dysregulation of these pathways underlies the failure of damage-associated PT cells to redifferentiate into normal PT cell state (Ide et al., 2021). Matrix-assisted laser desorption/ionization−mass-spectrometry imaging (MALDI-MSI) results also showed that differential expression of characteristic lipid-degradation products between severe and mild ischemia was detected within 2 h after IRI, even though the histopathological examination revealed no significant difference between kidneys (van Smaalen et al., 2019).

As validated by qPCR assays, the expression patterns of four representative genes, Stat1, Lcn2, Pgam2, and Ptgs2 were highly consistent between the RNA-seq and qPCR results. These key genes were very important in the process of AKI, which could be used to explore some new diagnostic and therapeutic strategies. Signal transducer and activator of transcription 1(STAT1) is a member of STATs, which are important transcription factors that regulate the expression of inflammatory genes (Leonard and O'Shea, 1998). JAK-STAT activation is involved in the pathogenesis of AKI, and is also a key route in the signaling cascade of cytokine mediated AKI (Yun et al., 2021). JAK-STAT inhibitors may prevent and/or treat AKI via blockade of the feedback loop of proinflammatory cytokines, and the inhibition of STAT phosphorylation could also significantly downregulate the production of proinflammatory cytokines during the process of renal inflammation and injury (Li et al., 2019). Lipocalin 2 (LCN2), also known as neutrophil gelatinase associated lipocalin (NGAL), is a secreted protein that belongs to the Lipocalins, and it is also known as an important and common marker of renal injury (Asimakopoulou et al., 2016). Lcn2 is expressed in kidney cells and its production markedly increases in response to stimulation such as ischemia, and plays a critical role in renal ischemia/reperfusion induced AKI by regulating autophagy activation. Glycolytic enzyme phosphoglycerate mutase 2 (Pgam2), is an isoform of Pgam, which converts 3-phosphoglycerate into 2-phosphoglycerate as an isomerase (Mikawa et al., 2021). It was reported that type-M of PGAM2 was specifically expressed in muscles and could be a potential biomarker for early myocardial ischemia (Li et al., 2012), while there is still no related research of Pgam2 in kidney injury. Prostaglandin-endoperoxide synthase 2 (Ptgs2), also called cyclooxygenase-2(Cox-2), is positively correlated with the severity of the inflammatory response (Fan et al., 2021). Ptgs2 was reported upregulated after AKI in our previously research (Chen et al., 2020). Inhibition of Ptgs2 plays as a renal protective role against ischemia-induced damage in AKI (Fan et al., 2021; Liu et al., 2021).

The present study has some limitations and drawbacks. First, because we mainly focused on observing molecular network characteristics and pathological features of mild to severe ischemia reperfusion kidney injury, the main experimental observation time was 1d after AKI. Therefore, we did not monitor the long-term prognosis in mild to severe AKI. Second, this study lacks human kidney tissue sample data, which may result in not full applicability in human. Third, the above results, such as the gene expression level and gene function, should be validated by further mechanism experiments. These issues will be illustrated in our future research.

In summary, our results indicated that there was no absolute safe renal warm ischemia time, and “every minute counts”, which means every minute of ischemia increases kidney damage. Warm ischemia 26 min or above in mice makes severe kidney injury, renal pathology and SCr were significantly changed. Warm ischemia between 18 and 26-min leads to mild kidney injury, with changes in pathology and renal molecular expression, while SCr did not changed. No obvious pathological changes under 16 min warm ischemia were observed, while significant differences were found in molecular expression. The results also showed that SCr could not completely reflect the severity of kidney injury. There are two key time intervals in the process of renal ischemia injury, 0 min–16 min and 26 min to 28 min. Gene expression of immune-related pathways were most significantly down-regulated in short-term ischemia, while metabolism-related pathways were the mainly enriched pathway in long-term ischemia.

Taken together, this study provides novel insights into safe renal artery occlusion time in partial nephrectomy, and is of great value for elucidating molecular network characteristics and pathological features of mild to severe ischemia reperfusion kidney injury, and key genes related to metabolism and immune found in this study also provide potential diagnostic and therapeutic biomarkers for AKI.

## Data Availability

The datasets presented in this study are available in the article and online Supplementary Material. All raw RNA-Seq data discussed in this publication have been deposited in NCBI Gene Expression Omnibus with the following ID: GSE192883 and was available at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192883.

# Supplementary material for: No safe renal warm ischemia time—The molecular network characteristics and pathological features of mild to severe ischemia reperfusion kidney injury
**Source:** Front Mol Biosci. 2022 Nov 16;9:1006917. doi: 10.3389/fmolb.2022.1006917
**Supplement:** Supplementary file 1

**Supplementary materials list:**

**Supplemental Table S1 | Sequences of oligonucleotide primers used for quantitative real-time PCR (qPCR).**

**Supplementary Fig.S1 | Analysis of Modules in 8 Clusters.**

**Supplementary Fig.S2 | The GO and KEGG pathway enrichment analysis of genes in cluster 1, cluster 4, and cluster 6.**

**Supplementary Fig.S3 | The GO and KEGG pathway enrichment analysis of genes in cluster 2, cluster 3, and cluster 5.**

**Supplementary Fig.S4 | The GO and KEGG pathway enrichment analysis of genes in cluster 7, and cluster 8.**

**Supplemental Table S1. Sequences of oligonucleotide primers used for quantitative real-time PCR (qPCR).**

| Gene name | Forward primer | Reverse primer |
| --- | --- | --- |
| 18s | GTAACCCGTTGAACCCCATT | CCATCCAACGGTAGTAGCG |
| Kim1 | ACATATCGTGGAATCACAACGAC | ACAAGCAGAAGATGGGCATTG |
| Il6 | TGATGGATGCTACCAAACTGG | TCTGGCTTTGTCTTTCTTGTTATC |
| Stat1 | CTGTCATCCCGCAGAGAGAA | GAGCAGAGCTGAAACGACCTA |
| Lcn2 | TTTGTTCCAAGCTCCAGGGC | ACTGGTTGTAGTCCGTGGTG |
| Pgam2 | AGGTGAAGATCTGGAGGCGT | CTGGTCGGACATCCCTTCCA |
| Ptgs2 | AGCCCATTGAACCTGGACTG | ACCCAATCAGCGTTTCTCGT |

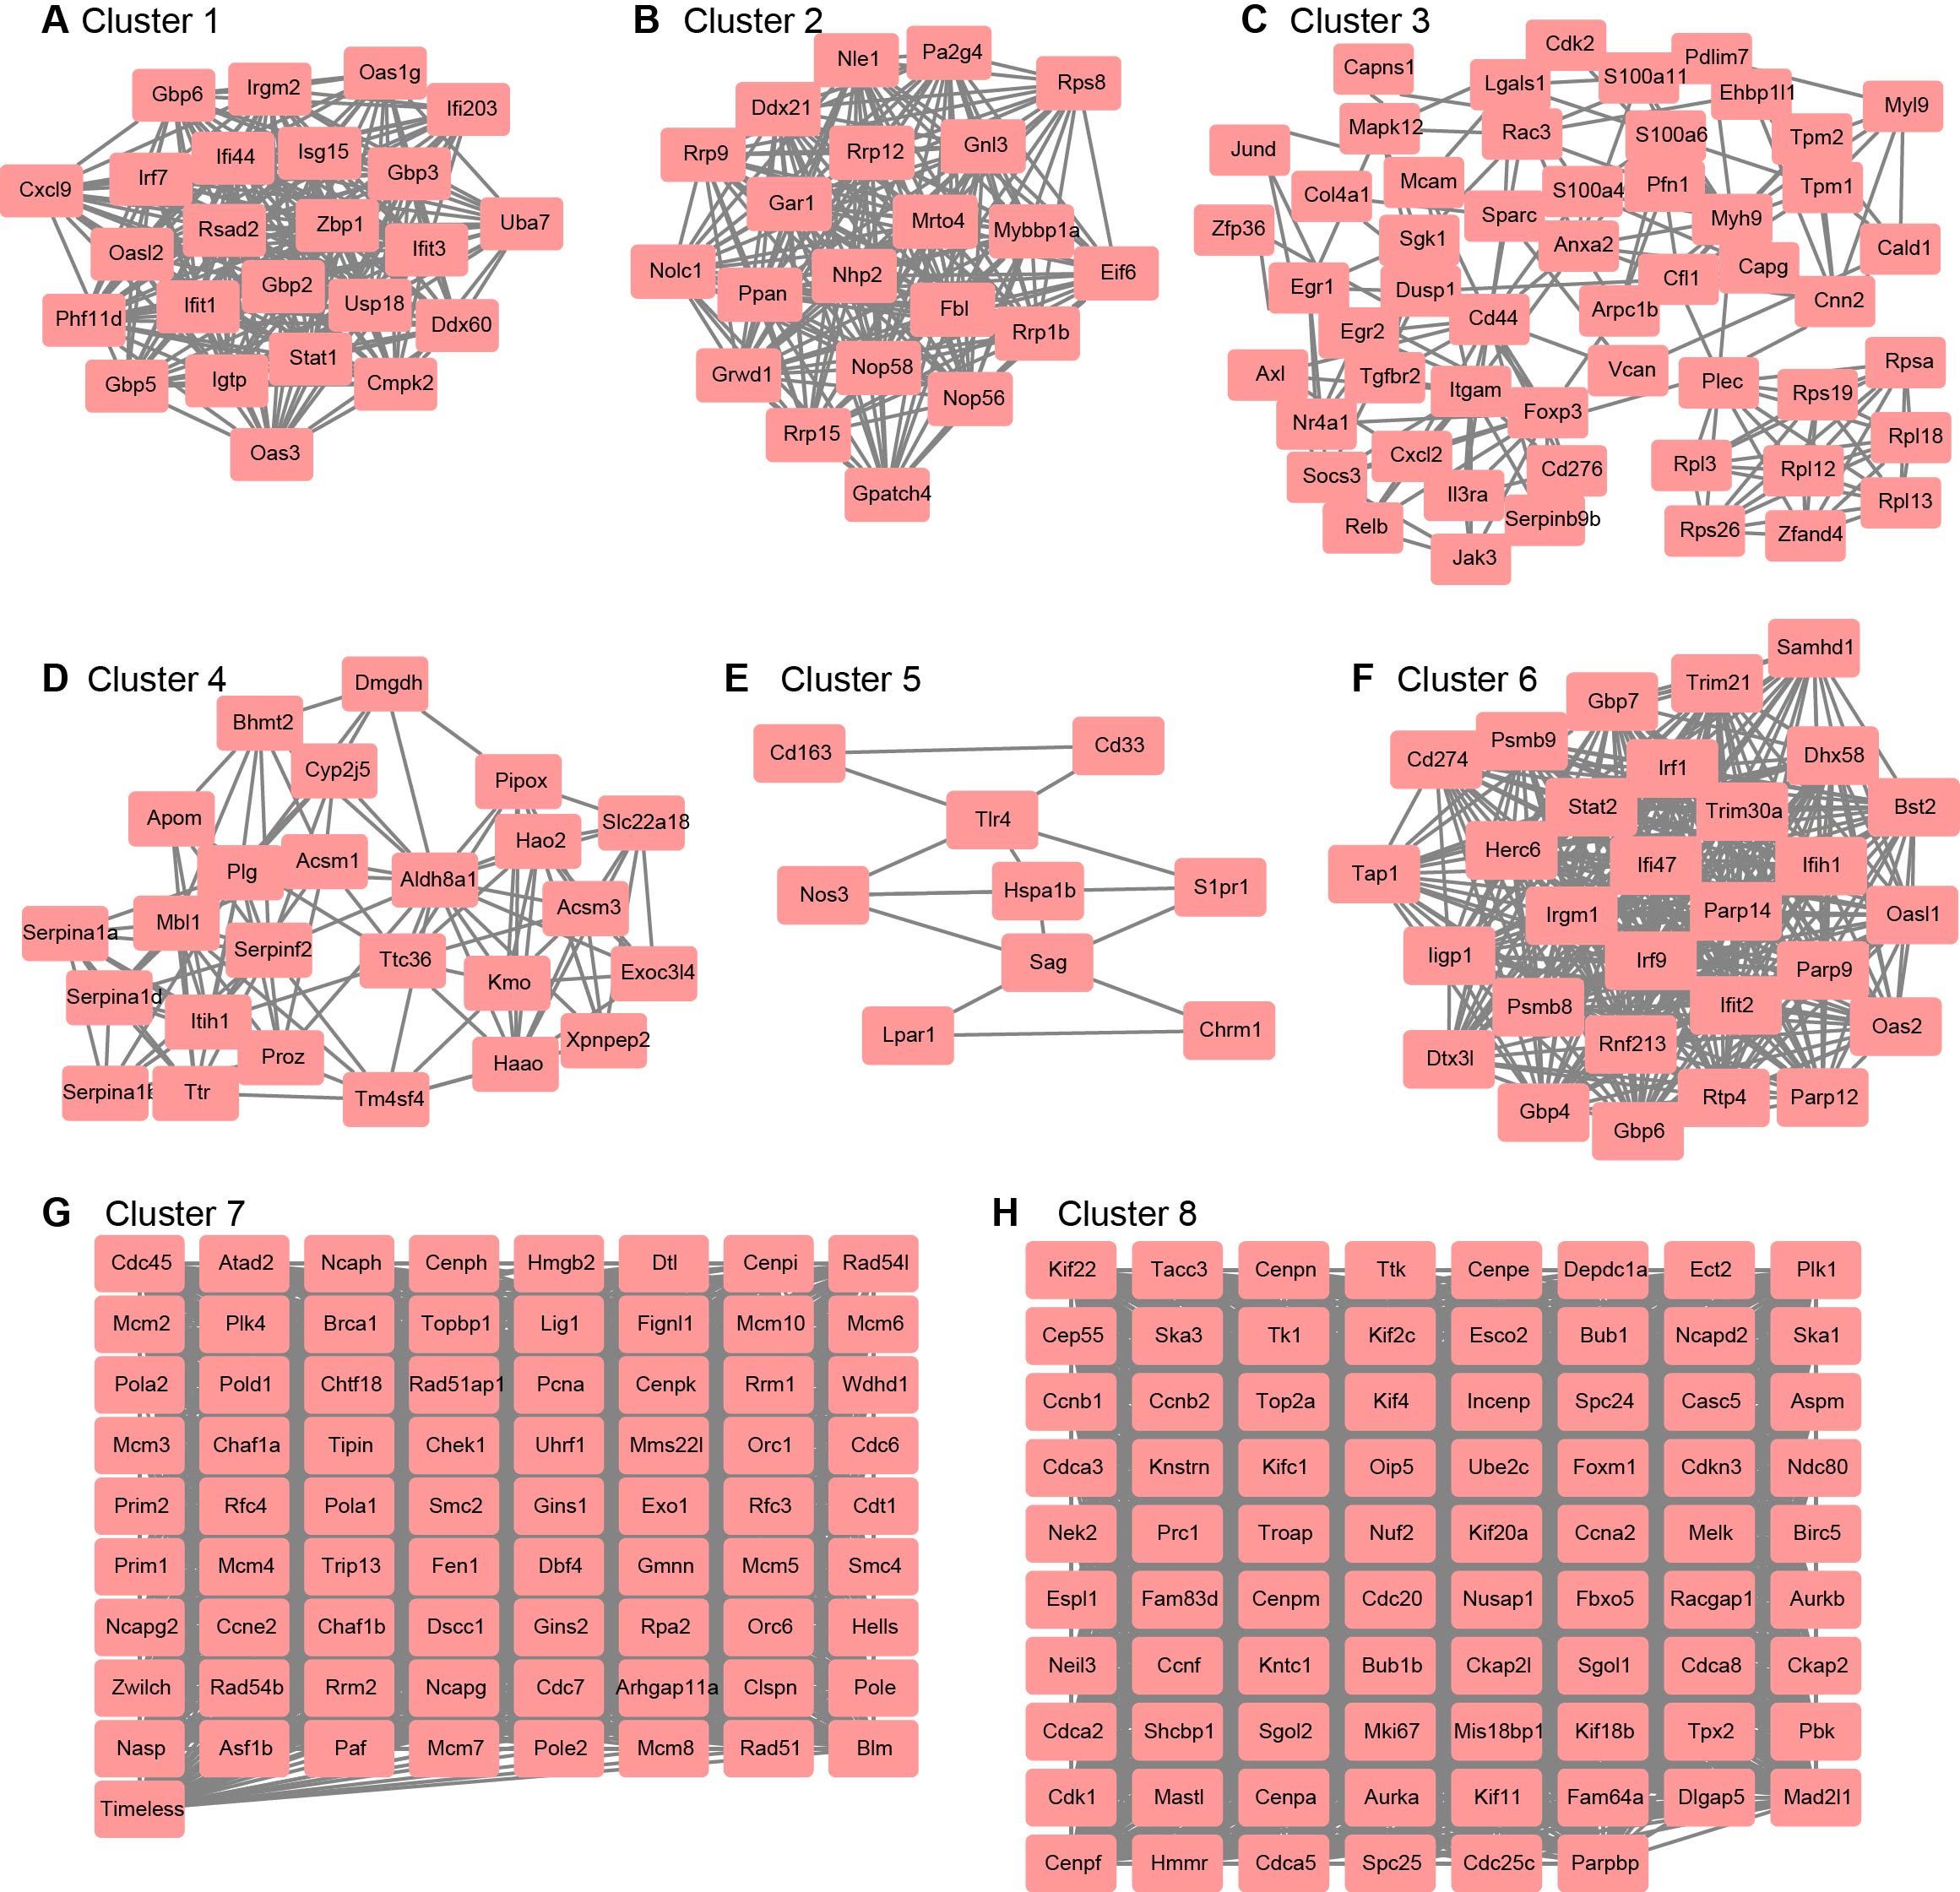

**Supplementary Fig.S1. Analysis of Modules in 8 Clusters.** The first module of Cluster 1(A), Cluster 2(B), Cluster 3(C), Cluster 4(D), Cluster 5(E), Cluster 6(F), Cluster 7(G), and Cluster 8(H) were selected.

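A module is a densely connected part of the protein interaction network of a cluster, found by MCODE in the STRING network, so each panel lists genes of 1 cluster whose products are linked. The genes drawn in the 8 panels, in order from A to H, number 24, 21, 53, 25, 9, 29, 73 and 78. In the module of Cluster 1, 16 genes were lower DEGs in the 16 min-0 min group and 0 were DEGs in the 28 min-26 min group, where all 24 were lower, with a median log2 fold change of -0.25 and 0 with an adjusted p-value under 0.05. In the module of Cluster 2, 16 were higher DEGs at 28 min against 0 min, and in that of Cluster 3, 37 were. In the module of Cluster 4, 13 genes were lower DEGs in the 28 min-26 min group, where all 25 were lower. At 30 min against 0 min 20 of them were lower DEGs. In that of Cluster 5, 3 genes were higher DEGs at 30 min against 0 min, where all 9 were higher. In that of Cluster 6, 23 genes were lower DEGs in the 16 min-0 min group. Leaving out replicate 1, 2 or 3 at 0 min changed the 16 min-0 min number to 22, 9 or 11 for Cluster 1. For Cluster 6 it became 29, 15 or 19. In the module of Cluster 7, 68 genes were higher DEGs at 28 min and 10 at 30 min against 0 min. All 73 were higher at both times. For Cluster 8, 56 genes were higher DEGs at 16 min against 0 min and 0 at 30 min, where 72 of the 78 were still higher.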

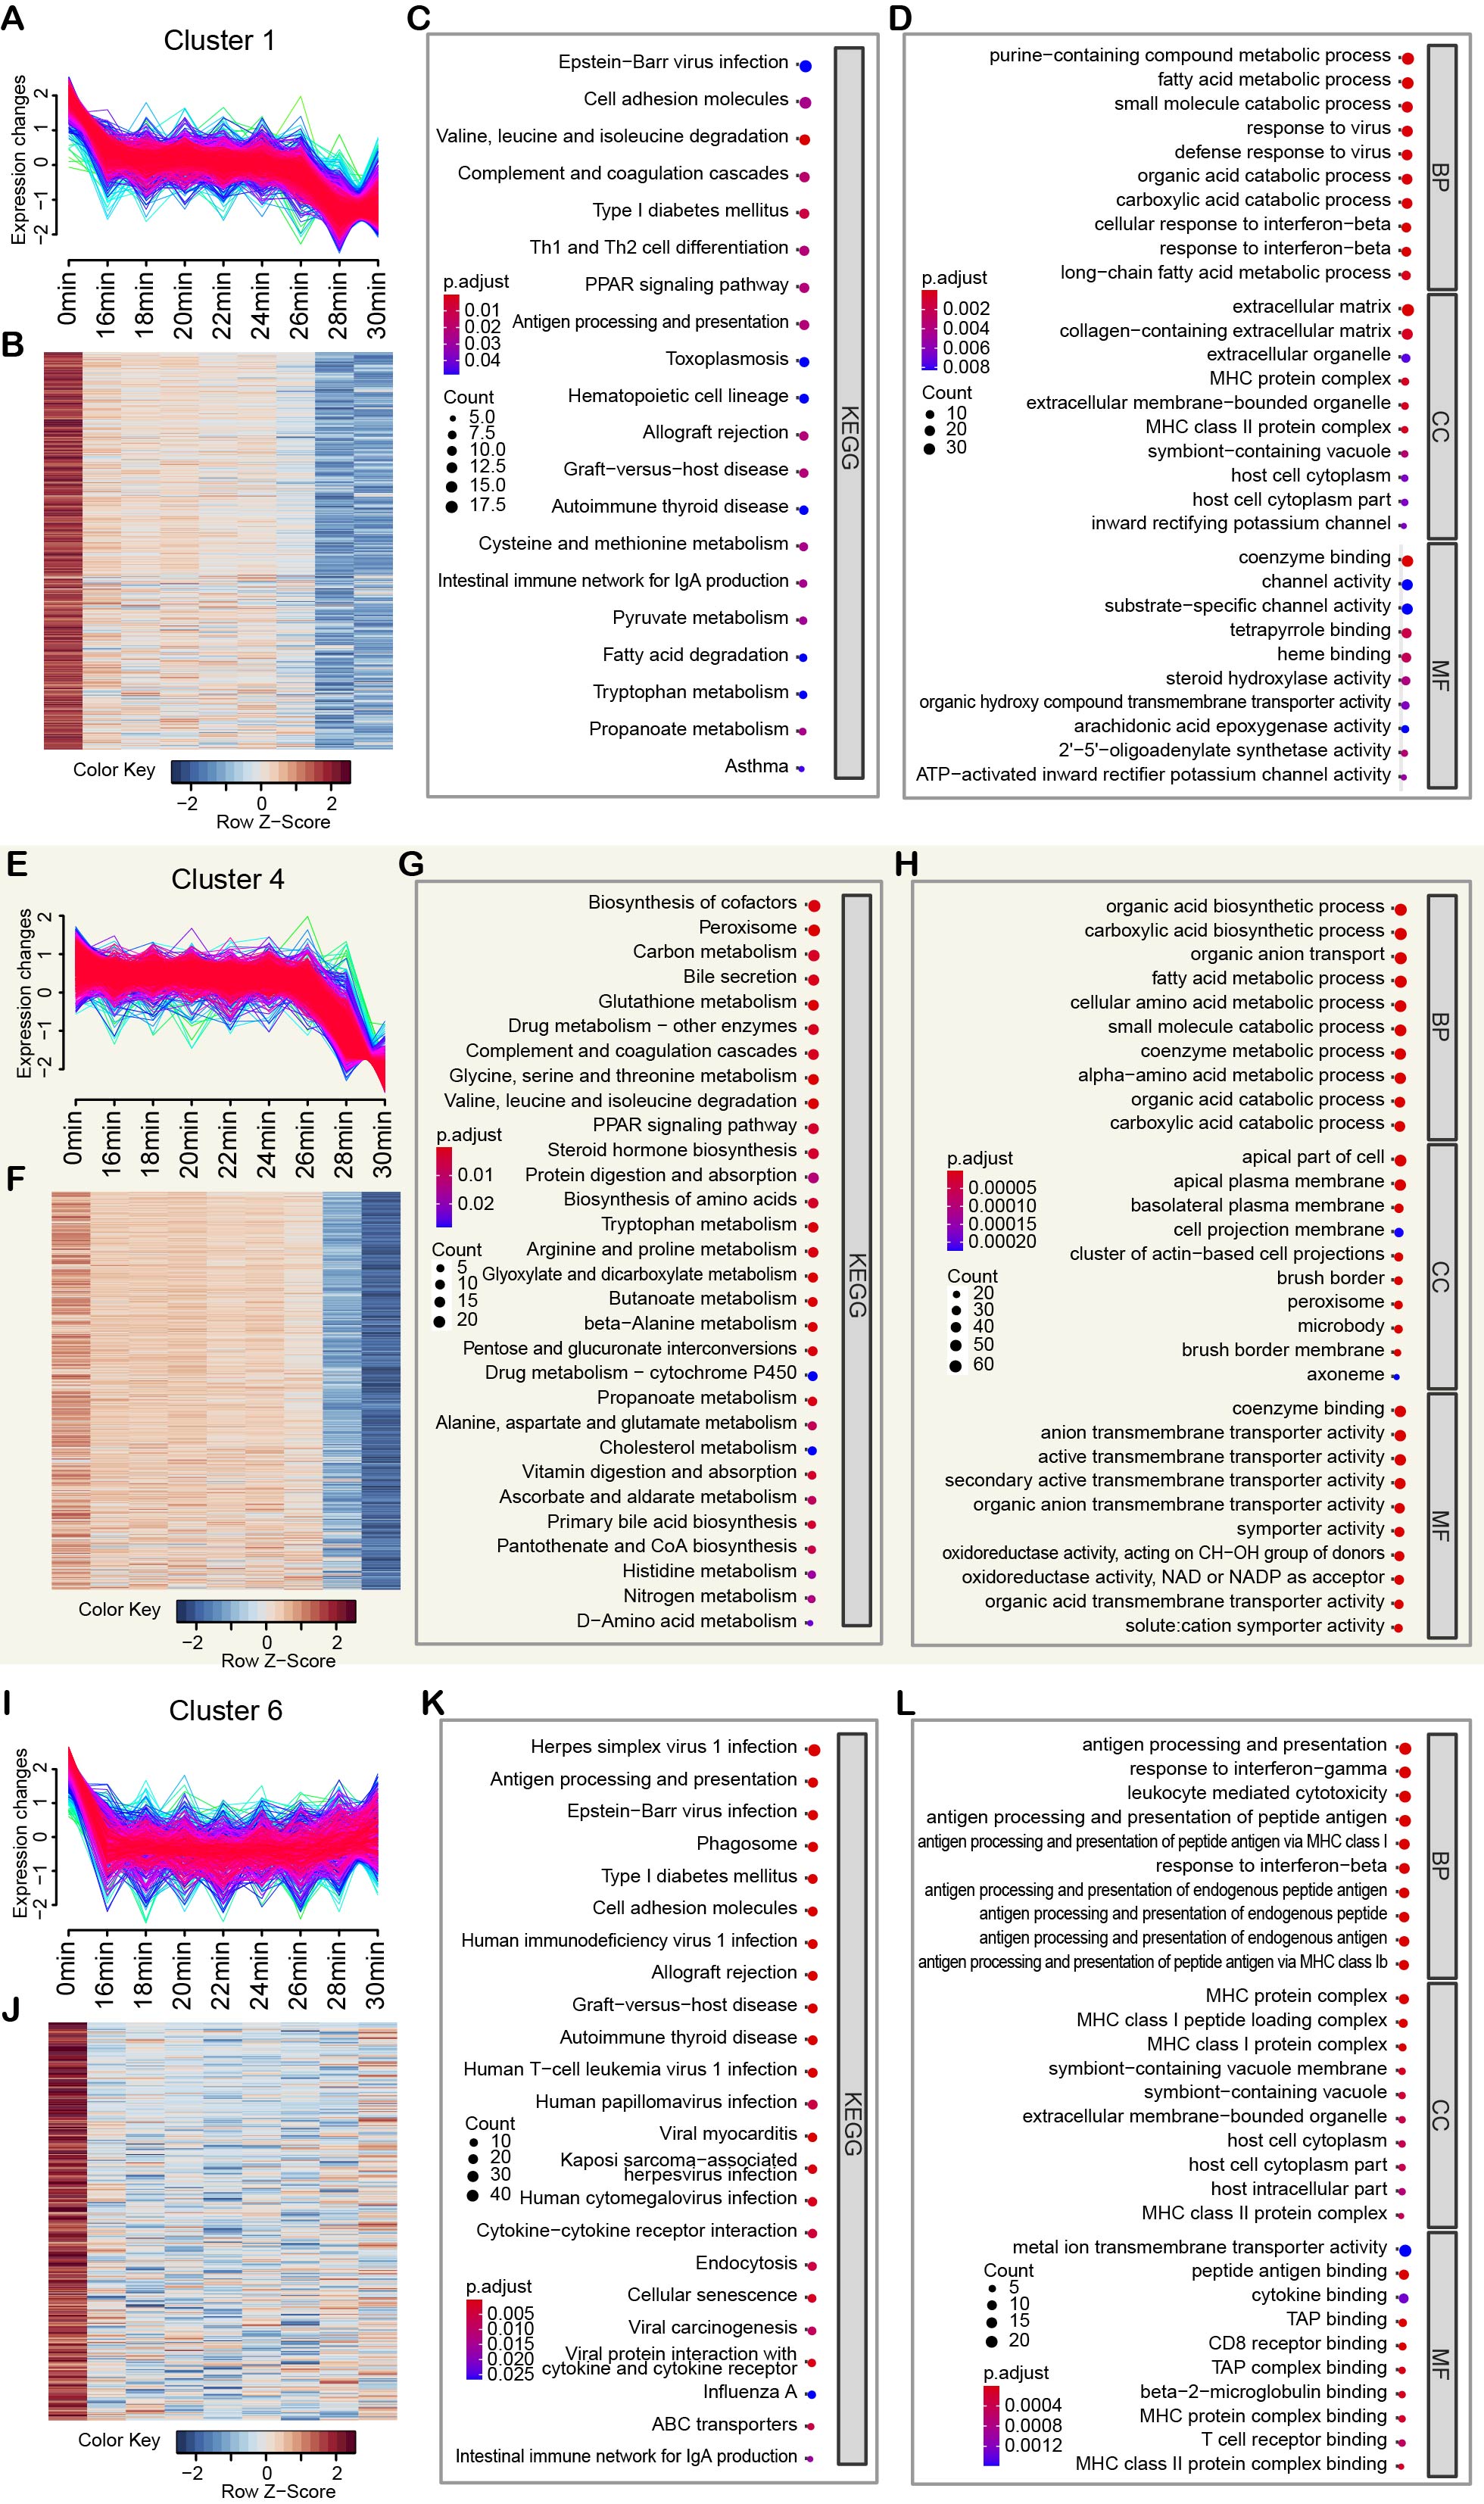

**Supplementary Fig.S2. The GO and KEGG pathway enrichment analysis of genes in cluster 1, cluster 4, and cluster 6.** Gene expressions curve (A), hierarchical cluster analysis heatmap (B), KEGG pathway enrichment analysis bubble diagram(C), and GO enrichment analysis bubble diagram (D) of Cluster 1. Gene expressions curve (E), hierarchical cluster analysis heatmap (F), KEGG pathway enrichment analysis bubble diagram (G), and GO enrichment analysis bubble diagram (H) of Cluster 4. Gene expressions curve (I), hierarchical cluster analysis heatmap (J), KEGG pathway enrichment analysis bubble diagram (K), and GO enrichment analysis bubble diagram (L) of Cluster 6.

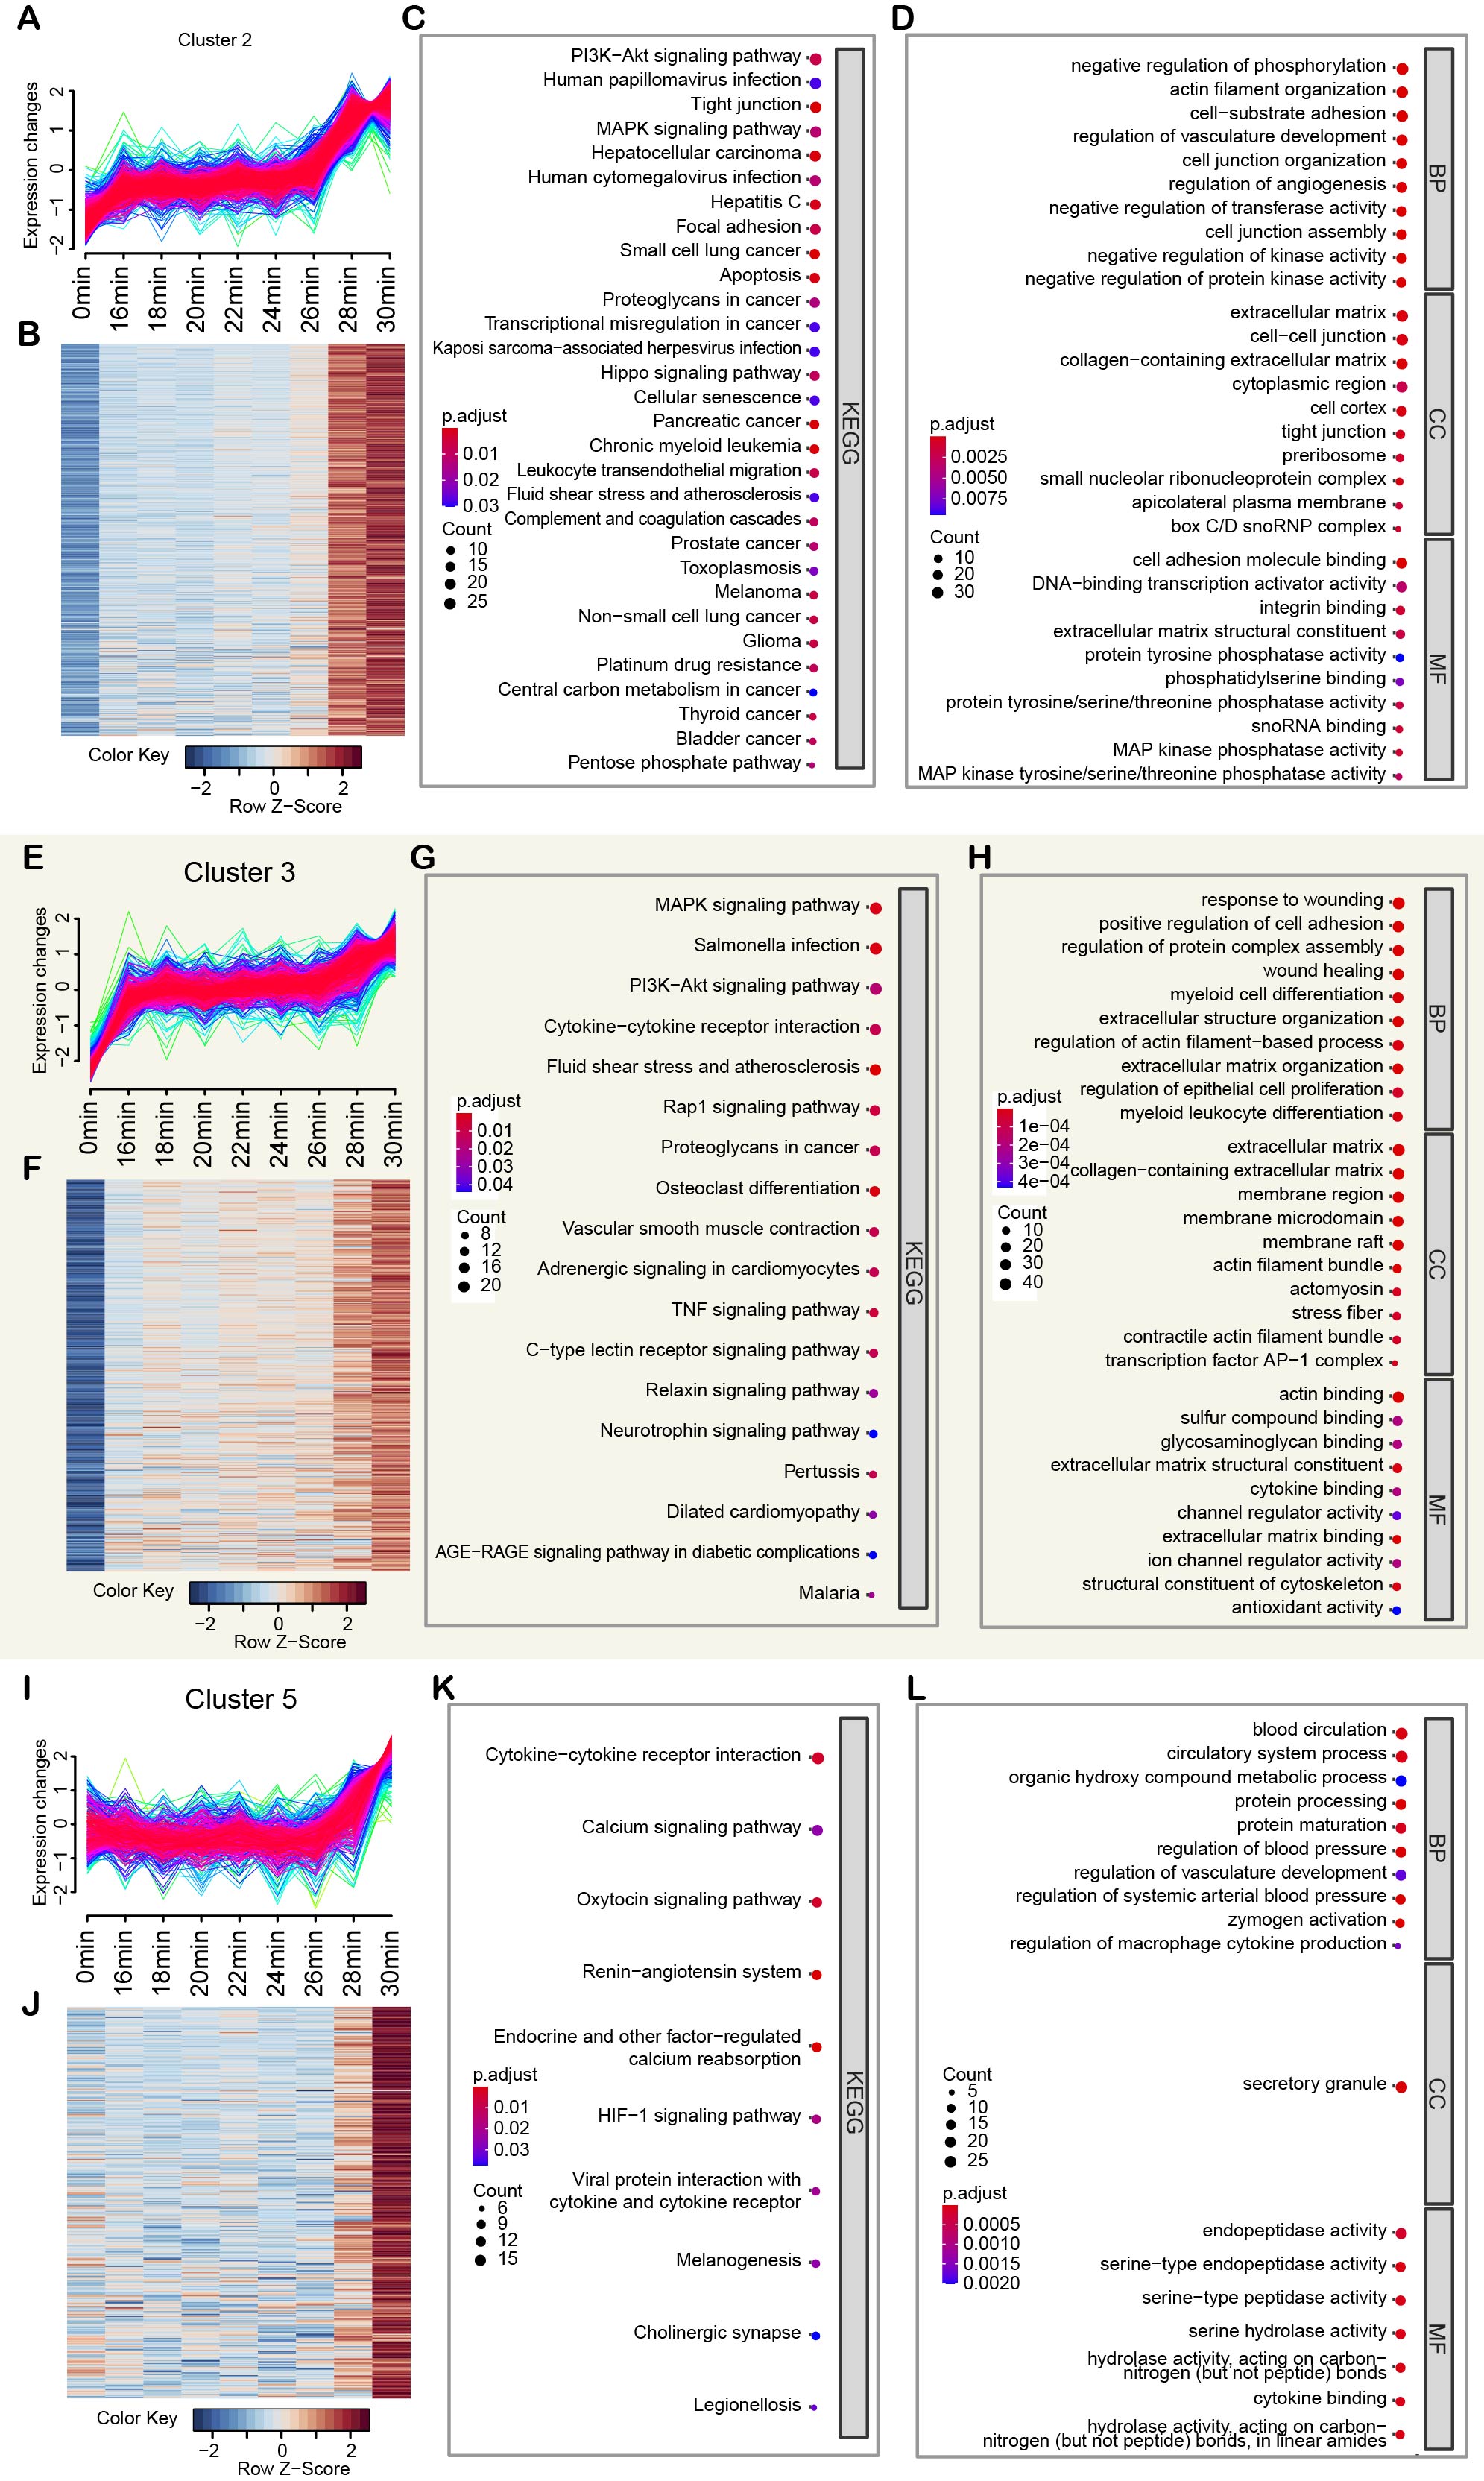

**Supplementary Fig.S3. The GO and KEGG pathway enrichment analysis of genes in cluster 2, cluster 3, and cluster 5.** Gene expressions curve (A), hierarchical cluster analysis heatmap (B), KEGG pathway enrichment analysis bubble diagram(C), and GO enrichment analysis bubble diagram (D) of Cluster 2. Gene expressions curve (E), hierarchical cluster analysis heatmap (F), KEGG pathway enrichment analysis bubble diagram (G), and GO enrichment analysis bubble diagram (H) of Cluster 3. Gene expressions curve (I), hierarchical cluster analysis heatmap (J), KEGG pathway enrichment analysis bubble diagram (K), and GO enrichment analysis bubble diagram (L) of Cluster 5.

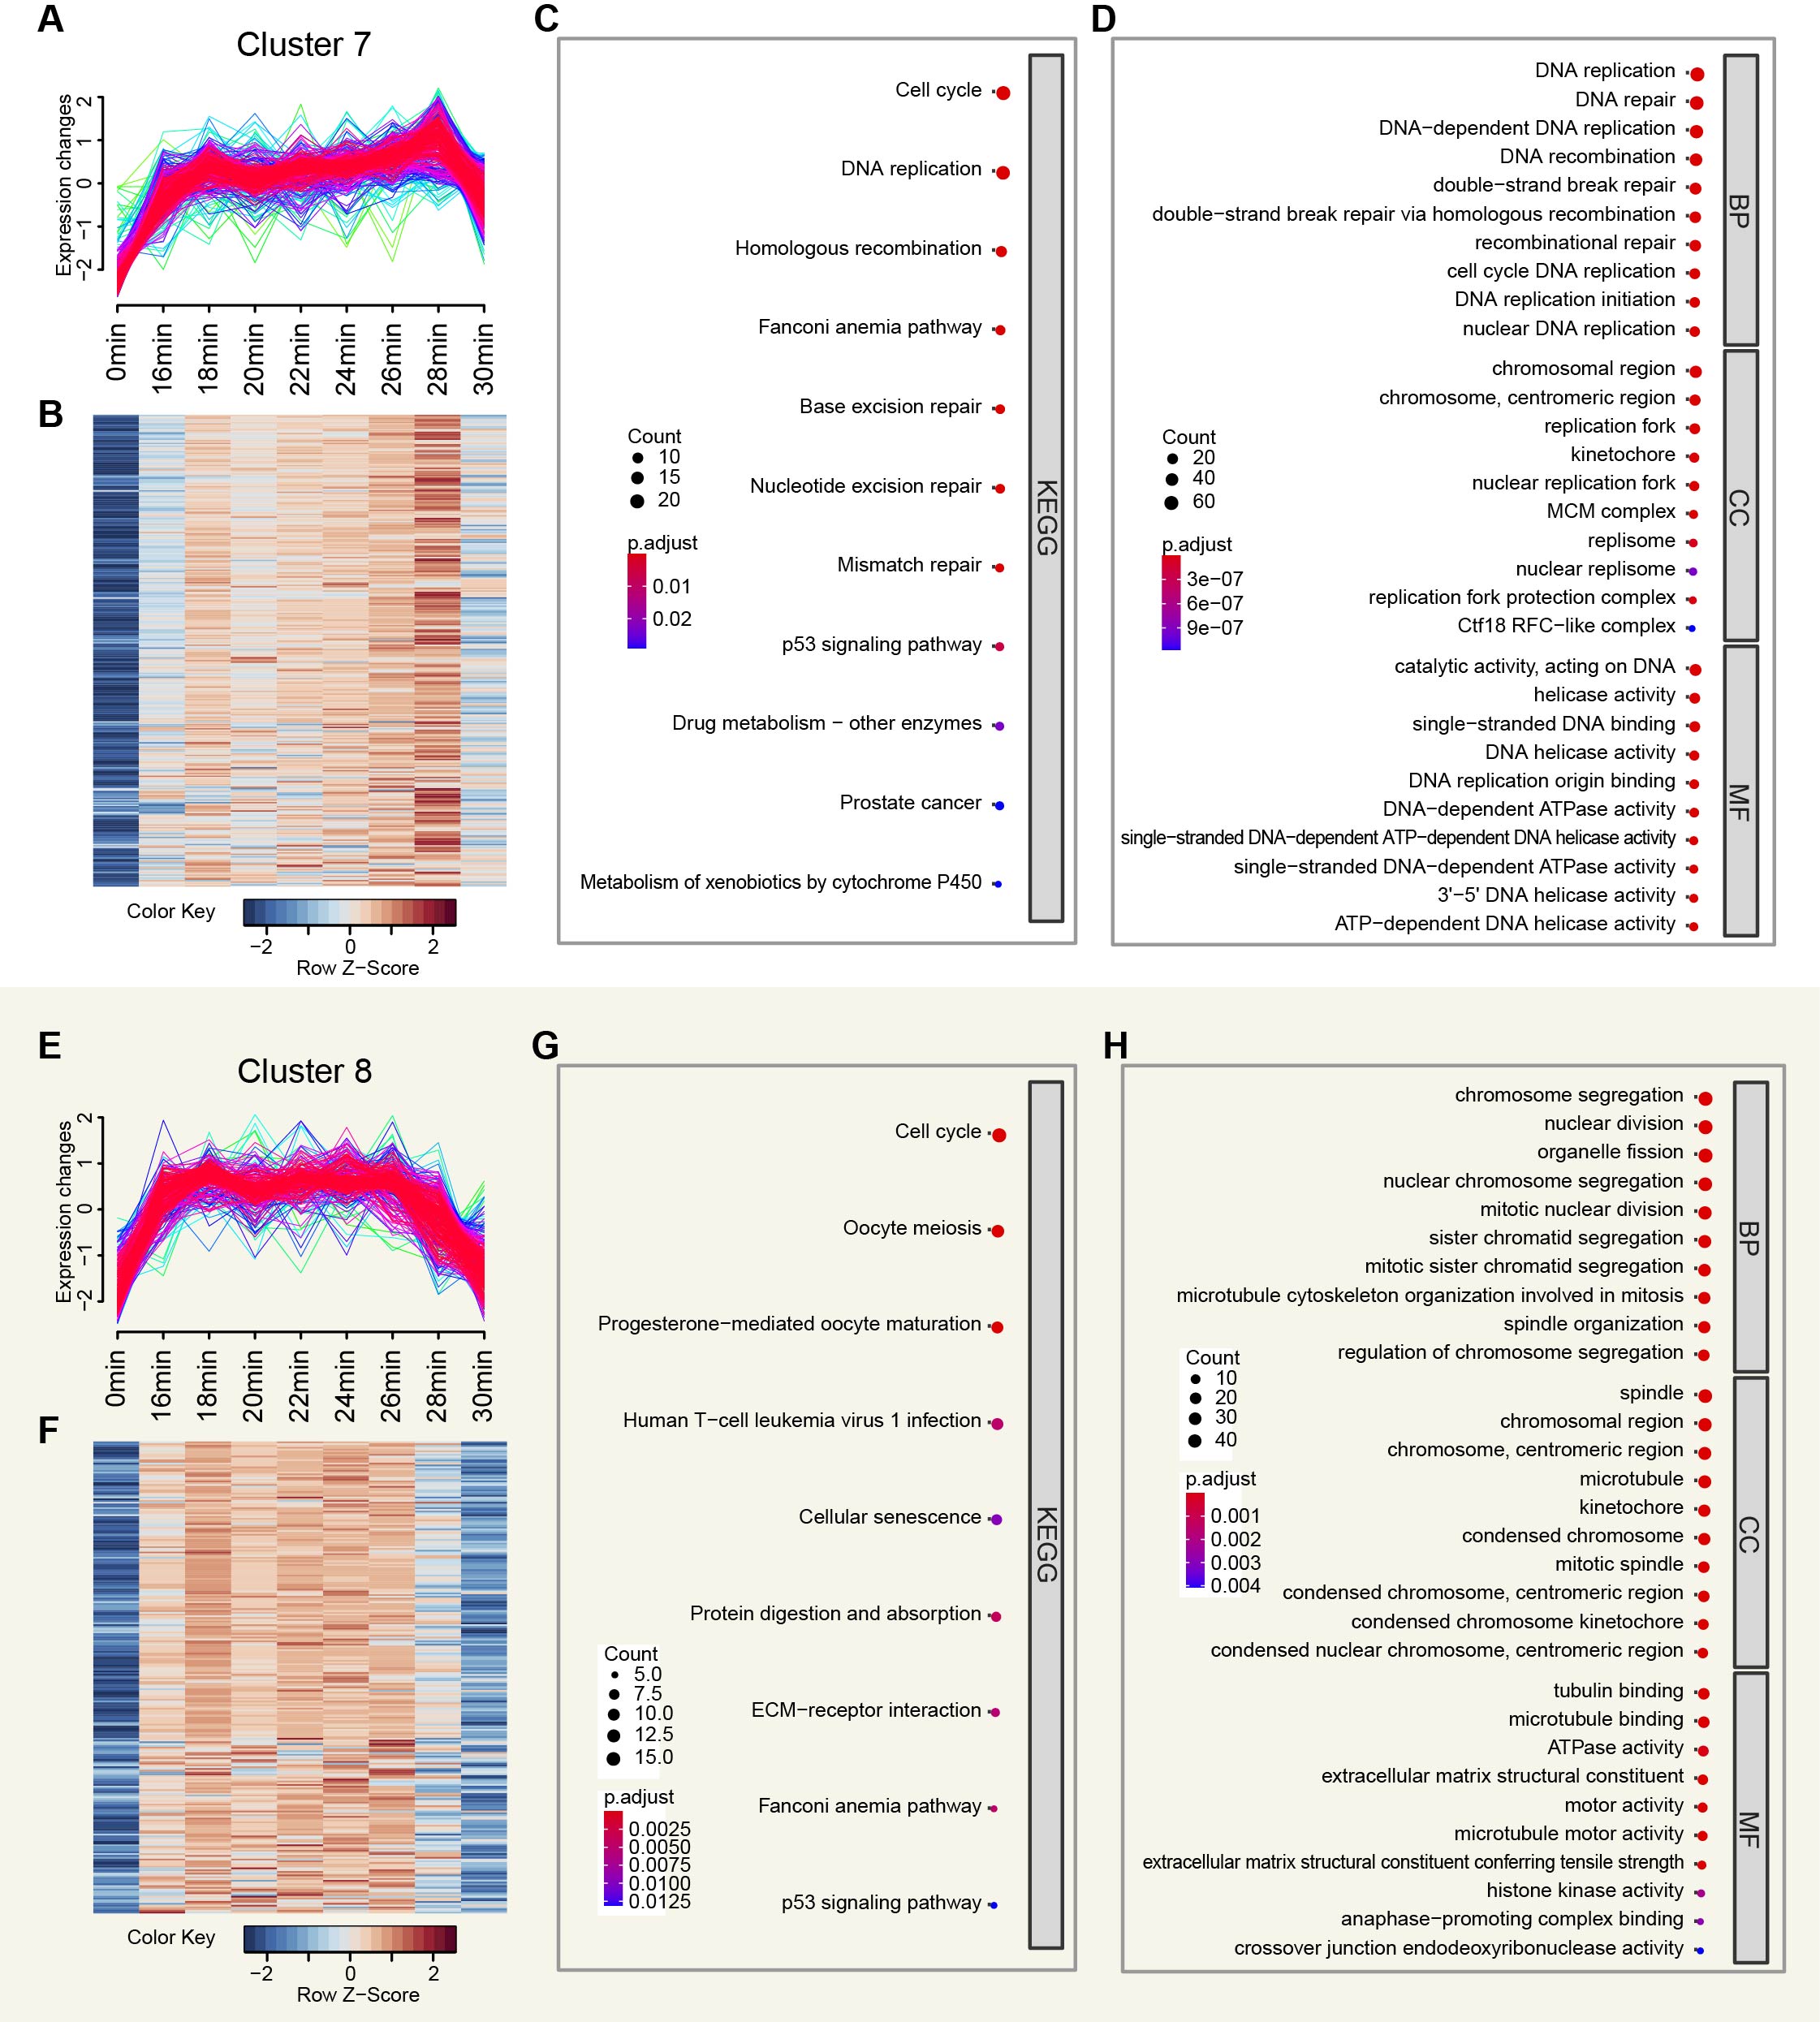

**Supplementary Fig.S****4.** **The GO and KEGG pathway enrichment analysis of genes in cluster 7, and cluster 8.** Gene expressions curve (A), hierarchical cluster analysis heatmap (B), KEGG pathway enrichment analysis bubble diagram(C), and GO enrichment analysis bubble diagram (D) of Cluster 7. Gene expressions curve (E), hierarchical cluster analysis heatmap (F), KEGG pathway enrichment analysis bubble diagram (G), and GO enrichment analysis bubble diagram (H) of Cluster 8.

How the deposited data were processed for this re-analysis (not part of the article)

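RNA-Seq was done by the authors on the left kidneys of 27 C57BL/6 mice after 24 h of reperfusion, with 3 mice at each of 9 ischemia times from 0 min (sham) to 30 min. Libraries were made for the DNBSEQ platform. The deposited values are FPKM per gene symbol and kidney, made by the authors and rounded by them to 2 decimals, and the paper names the unit RPKM. The quantile normalization and log2 transformation that the paper describes are not in these values, since the quantiles differ between kidneys and the values are linear. The aligner, the counting program, the genome build and the annotation are not stated, so genes are given by the symbols in the file and no coordinates are given. Read counts are not part of the values, so the depth per kidney is unknown, and the precision is judged from the 3 replicates alone. Of the 19392 genes, 225 were at 0 in every kidney.

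Samples were grouped by the ischemia time in their labels. The replicates are different mice, the labels give no batch, and no replicate block was used. The values were taken as log2(FPKM + 1), a pseudocount of 1 FPKM, quantile normalized between the 27 kidneys and fitted in limma 3.58.1 under R 4.3.3, with 1 mean per ischemia time over the 18188 genes above 0 FPKM in at least 3 kidneys. DEGs had an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p-value under 0.05, as in the paper's methods. The comparisons were each ischemia time against 0 min and against 16 min, and each against the time before it. The paper's text does not name a pseudocount, a filter on low values or the statistic used to rank genes for GSEA.

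The soft clusters came from fuzzy c-means in e1071 1.7.16 on the mean FPKM per ischemia time, standardized per gene, with 8 clusters and the fuzzifier set by the formula of the Mfuzz package. Gene set enrichment used fgsea 1.28.0 and 1457 Reactome sets for mouse, of which 953 had 10 to 500 matched genes. Of the tested genes, 18121 were matched to an Entrez identifier. GO and KEGG terms, STRING and MCODE were not used. The enrichment p-values of fgsea come from permuting genes. Beside it, camera in limma was run at its default, a preset correlation between genes that is not estimated from these kidneys. Principal components were computed with princomp, with kidneys as variables, and again with each gene centred. Single values and scores of 3 kidneys against 3 were compared by an exact permutation test, two-sided, whose smallest p-value is 0.1. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

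The limma steps were tested on simulated values made from the same design, with independent noise of the same SD at every ischemia time. The changed genes were well above 0 FPKM. Of 200 genes raised or lowered by 2 on the log2 scale, 198 were called in the right direction, and 1 unchanged gene was called. A comparison with no planted change called 0 genes. The gene set step was tested apart from the design, on independent random values per gene. A set planted there had an adjusted p-value of 1.94e-12 from fgsea, and 2 of 645 sets sharing no gene with it were called. No change was planted in genes near 0 FPKM. Neither a spread that differs between times nor correlated genes were simulated.

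The genes named in the text are those that the paper's text names for RNA-Seq, a list of marker genes of kidney and other cell types, and, for 16 against 0 min and 28 against 26 min, the 5 DEGs with the largest increase and the 5 with the largest decrease among those whose groups did not overlap. Some of these items are not reported here. The gene lists of Figures 6 and 7 and Supplementary Figure S1 were copied from these figures.

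The alternatives tried were a pseudocount of 0.1 FPKM, no quantile normalization, FPKM rescaled to a constant sum per kidney (TPM) in place of quantile normalization, a filter of at least 1 FPKM in at least 3 kidneys (12929 genes), a fit of only the 2 groups compared, eBayes with a trend, a replicate block, and leaving out each replicate in turn. For gene sets, a ranking by log2 fold change and camera were added. A pseudocount of 0.01 FPKM was chosen after seeing the data. Serum creatinine, histology, immunofluorescence and qPCR were not analysed here.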

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

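The tests in this part were chosen only after the result was seen. Of 71 marker genes of kidney and other cell types, 4 reached more than 10 times the highest 0 min kidney, each with its highest value in replicate 1 at 18 min, and the paper does not report on them. They are markers of adipocytes. In this kidney Adipoq was at 24.5 FPKM, Plin1 at 9.00 FPKM, Cidec at 17.3 FPKM and Cfd at 159 FPKM.

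Adipoq passed the same limit in 3 kidneys, replicate 1 at 18 min (24.5 FPKM), replicate 3 at 22 min (19.3 FPKM) and replicate 1 at 20 min (7.03 FPKM). If fat tissue taken with the kidney were the source, the markers should rise together, and 3 of the 4 other adipocyte markers had the same 3 highest kidneys as Adipoq. In 0 of the 8 ischemia groups did all 3 kidneys pass the limit, which follows from the 3 kidneys just named and is no separate test of ischemia time as the source. A candidate explanation is fat tissue around the kidney in single samples, given as a hypothesis. It was found and tested on the same values, and the tissue itself was not examined. The summed FPKM of the 27 kidneys lay between 512453 and 554036, so a difference in the sum of this size does not account for a 10-fold rise. Whether reads came from another sample was not tested.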

How the results depend on the processing

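The main settings, the marker genes, the rule for the genes named and the alternatives were set before the data were examined. The exceptions, chosen after seeing the data, are the pseudocount of 0.01 FPKM and all alternatives for 26 against 16 min. The tests of causes named here were also chosen after the result was seen. The depth of the kidneys is unknown, which limits what can be said of genes near 0 FPKM such as Ptgs2 and Il6.

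Numbers of DEGs rose with a smaller pseudocount. With 0.1 FPKM, the DEGs against 0 min numbered 795, 1077, 926, 1154, 1109, 1318, 2626 and 3276 from 16 to 30 min, with 515 for 28 against 26 min, 425 for 30 against 28 min, 445 common to the 8 comparisons and 4288 in the union. With 0.01 FPKM, they numbered 939, 1294, 1075, 1372, 1294, 1530, 3075 and 3822, with 606 for 28 against 26 min, 493 for 30 against 28 min, 507 common and 5250 in the union. A fit of only the 2 groups compared called 8 DEGs for 16 against 0 min and 0 for 30 against 28 min, with 4034 and 4209 genes at an unadjusted p-value under 0.05. It called 242 for 28 against 26 min and between 338 and 1848 for the other comparisons with 0 min. The common and union DEGs were not computed for this fit. The cause of these differences was not tested, apart from the spread between replicates, which the other observations give for the fit of 2 groups.

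The numbers of DEGs stayed within 1.5 times the main number without quantile normalization, with TPM, with the filter of at least 1 FPKM, with eBayes with a trend and with the replicate block. The replicate block gave 410, 559, 456, 598, 563, 687, 1543 and 1950 DEGs against 0 min and 271 for 28 against 26 min. The mean correlation of the residuals of same-numbered kidneys was 0.01, against -0.00 for other kidneys. The 0 DEGs between neighbouring times from 16 to 26 min and for 26 against 16 min stayed at 0 in every setting that kept all replicates, while 977, 514, 447, 469, 1100 and 1717 genes had an unadjusted p-value under 0.05 in the main setting. With TPM, the share of DEGs that were higher rose from 56.6% to 70.4% at 16 min, from 64.3% to 74.7% at 18 min, from 61.7% to 73.1% at 20 min, from 63.1% to 76.8% at 24 min and from 57.3% to 70.9% at 26 min. Without normalization it was 74.3% at 24 min. At 30 min the majority changed sides, from 47.9% higher to 55.1% without normalization and 56.1% with TPM, and at 28 min the share rose from 50.3% to 59.1% and 58.4%. The majority also changed sides at 28 min in other settings. There the share was 49.4% with the filter of at least 1 FPKM and 49.9% with a pseudocount of 0.01 FPKM. In the fits of 2 groups it was 37.5% at 16 min and 72.8% at 20 min. No scaling moved the median of all genes by more than 0.07 on the log2 scale.

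Across the fits that each left out one replicate, there were from 287 to 622 DEGs for 16 against 0 min, 83 to 338 for 30 against 28 min, 0 to 1 for 26 against 24 min and 0 to 24 for 26 against 16 min. The others kept within 1.5 times, with 454 to 587 at 18 min, 373 to 584 at 20 min, 508 to 622 at 22 min, 472 to 607 at 24 min, 622 to 740 at 26 min, 1484 to 1642 at 28 min and 1871 to 2051 at 30 min, 198 to 365 for 28 against 26 min, at least 174 common and 2372 to 2582 in the union. The number of Reactome sets 16 min vs 0 min that passed ran from 316 to 362 with one replicate left out and from 284 to 368 in the other settings, with camera at 286. The number of Reactome sets 28 min vs 26 min ran from 314 to 352 and from 289 to 361, with camera at 299.

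Among genes of Figure 8, a fit of 2 groups left the log2 fold changes of Lcn2 (2.99) at 16 min and of Pgam2 at 28 against 26 min (-1.24) no longer past the adjusted p-value. Leaving out one replicate gave 2.37 to 4.18 for Lcn2 at 16 min, where 3 of the 6 fits did not pass. Ptgs2 at 16 min, at -0.03 in the main setting, was 0.05 without normalization, 0.23 with a pseudocount of 0.1 FPKM and 0.41 with 0.01 FPKM, and from -0.22 to 0.31 across the fits that left out one replicate. Pgam2 at 16 min ran from -0.22 to 0.06. With a pseudocount of 0.1 FPKM the score differences of the Supplementary Figure S1 modules were -1.23 for Cluster 4 at 28 against 26 min, 1.36 for Cluster 7 at 16 min and 2.31 for Cluster 8 at 16 min. The module of Cluster 6 at 28 against 26 min ran from -0.11 to 0.03 with one replicate left out. Other genes that changed sign with one replicate left out were Il6 at 16 min (-0.08 to 0.36) and, at 28 against 26 min, Il6 (-0.05 to 0.16), Jun (-0.12 to 0.21), Cxcl1 (-0.03 to 0.90) and Cxcl5 (-0.26 to 0.10). Of the 394 values of named genes under settings with all replicates, 360 kept direction and call, 19 were weaker, 12 stronger and 3 reversed. The cause was not tested.

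Of the 410 NES of named sets under settings with all replicates, 376 kept direction and call, 11 were weaker, 13 stronger and 10 reversed. With genes ranked by log2 fold change, NES at 16 against 0 min became -0.59 for respiratory electron transport, -1.73 for proteasomal degradation of PAK-2p34 and -1.61 for MHC class II antigen presentation. At 28 against 26 min it became 1.10 for extracellular matrix organization, 1.51 for glutathione conjugation, -0.49 for Interferon alpha beta signaling and -1.02 for MHC class II. With TPM, Interferon alpha beta signaling 28 min vs 26 min was at -0.54 and MHC class II antigen presentation 28 min vs 26 min at -0.84. The filter of at least 1 FPKM gave -0.70 for interferon alpha and beta signaling at 28 against 26 min. With one replicate left out, NES at 16 against 0 min ran from -1.45 to 1.27 for PAK-2p34 degradation, from -1.28 to 1.40 for MHC class II, from -1.26 to 1.63 for respiratory electron transport and from -1.78 to 1.08 for the citric acid cycle. At 28 against 26 min it ran from -1.31 to 0.90 for glutathione conjugation, from -0.65 to 0.94 for interferon alpha and beta signaling and from -0.93 to 0.93 for MHC class II. The cause was not tested.

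The ratio of distances within to between ischemia times, 0.36 in the main setting, was 0.51 with a pseudocount of 0.1 FPKM, 0.36 without normalization, 0.34 with the filter of at least 1 FPKM and 0.58 with each gene centred. Over other random starts of the soft clustering, between 998 and 2457 of the 2457 genes kept their cluster number, and with mean log2(FPKM + 1) 1477 did. With clusters paired to keep the most genes together instead, 73.3% to 100% were in the same cluster over random starts and 66.2% with mean log2(FPKM + 1). Of the genes drawn by the paper, 71.9% to 73.3% matched their cluster. With a membership of at least 0.5, 220 Reactome sets passed over the 8 clusters, against 219. By cluster the largest changes went in opposite directions, from 10 to 14 in Cluster 2 and from 13 to 9 in Cluster 5.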

Differences from the paper's values

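For DEGs against 0 min, the paper's value at 16 min is 863 and the value here is 410. Of the alternatives set before the data were examined, a pseudocount of 0.1 FPKM (795) and leaving out replicate 3 at 16 min (622) brought it within 1.5 times, and the others did not. A pseudocount of 0.01 FPKM, chosen after seeing the values, gave 939. At 26 min the paper's value is 1448 and the value here is 686. With 0.1 FPKM it was 1318 and none of the other alternatives set before the data were examined closed the gap, while 0.01 FPKM, chosen after seeing the values, gave 1530. At 28 min the paper's value is 2782 and the value here is 1542. With 0.1 FPKM it was 2626 and with TPM 1907, the others set before the data were examined did not close the gap, and 0.01 FPKM, chosen after seeing the values, gave 3075.

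At 30 min the paper's values are 1698 higher and 1784 lower DEGs, against 934 and 1016 here. With 0.1 FPKM there were 1613 higher and 1663 lower, and TPM gave 1333 higher. None of the other alternatives set before the data were examined closed either gap, and 0.01 FPKM, chosen after seeing the values, gave 1860 and 1962. The paper shows about 1200 DEGs at 18 min in Fig. 4B, read by eye, against 557 here. It shows about 1000 at 20 min in Fig. 4B, read by eye, against 457 here, about 1300 at 22 min in Fig. 4B, read by eye, against 599 here, and about 1200 at 24 min in Fig. 4B, read by eye, against 567 here. With 0.1 FPKM there were 1077, 926, 1154 and 1109 at these times, and TPM gave 801 at 24 min. None of the other alternatives set before the data were examined closed these gaps. A pseudocount of 0.01 FPKM, chosen after seeing the values, gave 1294, 1075, 1372 and 1294.

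The paper's numbers of DEGs found only in the comparison with 0 min of 1 ischemia time are 17 at 16 min, 43 at 18 min, 29 at 20 min, 50 at 22 min, 49 at 24 min, 66 at 26 min, 1034 at 28 min and 1095 at 30 min. The values here are 7, 11, 1, 7, 12, 6, 149 and 681. With 0.1 FPKM they were 17, 33, 20, 36, 30, 29, 244 and 1037, which closed the gap at 16, 18, 20, 22 and 30 min and not at 24, 26 and 28 min. TPM gave 802 at 30 min, leaving out replicate 2 or replicate 3 at 16 min gave 16 at 16 min, and leaving out replicate 1 at 30 min gave 793 at 30 min. The other alternatives set before the data were examined closed none of these gaps. With 0.01 FPKM, chosen after seeing the values, the numbers were 28 at 16 min, 61 at 18 min, 33 at 20 min, 65 at 22 min, 59 at 24 min, 62 at 26 min, 354 at 28 min and 1221 at 30 min, which closed the gaps at these times apart from 16 min and 28 min. At 28 min no setting closed it. The paper also shows about 280 genes for 28 min alone in Fig. 4B, read by eye, where the text gives 1034, against 149 here. For that value a pseudocount of 0.1 FPKM (244), TPM (193) and leaving out replicate 1 at 30 min (191) closed the gap, and the others set before the data were examined did not. With 0.01 FPKM, chosen after seeing the values, it was 354. For genes of 28 and 30 min only, Fig. 4B shows about 1000, read by eye. This bar is close to the 1034 that the text gives for 28 min alone. The value here for 28 and 30 min only is 714, and it was within 1.5 times of the bar in every setting tried.

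For genes that were DEGs in all 8 comparisons the paper's value is 498 and the value here is 244. The alternatives with 0.1 FPKM (445) and TPM (333) closed the gap, the others set before the data were examined for this number did not, and 0.01 FPKM, chosen after seeing the values, gave 507. For the union of DEGs the paper's value is 4519 and the value here is 2457. Those with 0.1 FPKM (4288) and TPM (3048) closed the gap, the others set before the data were examined for this number did not, and 0.01 FPKM, chosen after seeing the values, gave 5250. A fit of only the 2 groups compared was not among the alternatives set for these 2 numbers and was not run for them.

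The paper places antigen presentation terms in Cluster 1 as well as in Cluster 6. Here antigen presentation by class I MHC was not enriched in Cluster 1 (adjusted p = 1) and was enriched in Cluster 6, with 12 of 40 genes. Of the 46 union DEGs that the paper draws for Cluster 1, 29 fell in Cluster 6 here. This difference can therefore come from how the genes were split into clusters, which also changed between random starts. The paper places complement terms in Clusters 1 and 2, and here the complement cascade was enriched in neither (adjusted p = 1 in both). By fgsea that set was lower in both the 16 min-0 min and the 28 min-26 min group, the direction in the paper's Table 1. Its NES were -1.67 (adjusted p = 0.031) and -1.80 (adjusted p = 0.01). In the first group it did not pass in 1 of the 6 fits that left out one replicate. The paper places pyruvate metabolism in Cluster 1, and here that set had 2 of 20 genes in the cluster and did not pass. The paper assigns DNA replication to Clusters 7 and 8, and here 0 of 99 genes were in Cluster 8. It also assigns mismatch, nucleotide excision and recombinational repair to these clusters. Here 0 of 16, 0 of 51 and 1 of 16 genes of such sets were in Cluster 8, and none passed there. The paper places mismatch repair as higher in both intervals, and here its NES in the 28 min-26 min group was 1.52 (adjusted p = 0.063). It passed there in 2 of the 6 fits that left out one replicate. The paper places cell cycle as higher only in the 16 min-0 min group, and here the mitotic cell cycle set had an NES of 1.89 in the 28 min-26 min group (adjusted p = 1.8e-10). The paper places glutathione metabolism as higher only in the 16 min-0 min group, and here glutathione conjugation had an NES of 1.58 (adjusted p = 0.08). Fatty acid degradation is lower only in the 28 min-26 min group in the paper. Here mitochondrial fatty acid beta-oxidation was also lower in the 16 min-0 min group (NES -2.06, adjusted p = 3.1e-04 from fgsea). The paper places glycolysis and gluconeogenesis as lower only in the 28 min-26 min group, and here glycolysis had an NES of -1.35 there (adjusted p = 0.19), and glycolysis and gluconeogenesis were higher in the 16 min-0 min group (NES 1.98 and 1.73). These are Reactome sets where the paper used KEGG, so their genes are not the same.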

Other observations

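The tests in this part were chosen only after the results were seen. Each comparison of 3 kidneys with 3 was repeated on the splits of its 6 kidneys that part the 3 same-numbered pairs as the real split does, of which there are 4 among the 10 possible. The other splits keep some same-numbered kidneys together and were not compared, although same-numbered kidneys did not deviate together (mean correlation 0.01, against -0.00 for other kidneys). For each of the 8 comparisons with 0 min, for 28 against 26 min and for 30 against 28 min, 1 of the 4 splits, the real one, gave as many DEGs. The highest number in another split was 82 for 16 against 0 min, 2 for 30 against 28 min and 0 for the rest of these. For 18 against 16, 20 against 18, 22 against 20, 24 against 22, 26 against 24 and 26 against 16 min, the real split gave 0 DEGs (977, 514, 447, 469, 1100 and 1717 genes at an unadjusted p-value under 0.05), so 4 of 4 splits gave as many by necessity, which shows nothing. Another split of 26 against 16 min gave 5 DEGs, more than the real one. For the Reactome sets, 1 of 4 splits gave as many at 16 against 0 min and 1 of 4 at 28 against 26 min, and other splits gave up to 326 and 256 sets. Each of the other splits keeps 2 of the 3 kidneys of each group together and so holds part of the real difference, and these numbers do not show what arises without it. With 4 splits the share cannot go under 0.05. Of 100 regroupings of the 27 kidneys into 9 groups, the real one included, 1 gave as many common DEGs and 1 as many union DEGs. The highest in another regrouping was 0 common and 1388 union DEGs.

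Interferon response genes, part of the immune genes that were lower after ischemia, differed among the mice at 0 min. For 8 interferon response genes, the mean of log2(FPKM + 1) was 3.01, 5.65 and 5.77 in replicates 1, 2 and 3 at 0 min and between 2.45 and 3.67 in the 24 ischemic kidneys. That is, 2 of the 3 mice at 0 min lay above the highest ischemic kidney and the other lay among them. A difference among the 0 min mice in interferon response, arising apart from ischemia, may therefore account for part of the decrease of these genes, and the 3 mice cannot separate this from an effect of ischemia. For the 61 immune genes of Figure 6 taken together, all 3 mice at 0 min, with scores of 2.82, 3.42 and 3.33 in order of replicate, lay above the highest ischemic kidney at 2.36. If more T and NK cells in the mice with high interferon genes were the source, the mouse with the lowest interferon score should have the lowest T and NK cell score, and it had the highest, at 0.99, against 0.35 and 0.42. Of these immune genes, 28, 23 and 26 were lower DEGs at 16 min when replicate 1, 2 or 3 at 0 min was left out, against 27 with all kidneys. The direction was therefore the same in these fits, each of which kept at least 1 of the mice with high values. Library batches are not given in the labels, and a batch difference was not tested.

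Clock genes differed between 0 min and the ischemic kidneys. At 16 against 0 min the log2 fold change was -1.93 for Arntl, -1.23 for Npas2, 1.27 for Dbp, 1.57 for Per2, 0.79 for Per3 and 1.04 for Ciart. Arntl and Npas2 were lower and the other 4 higher in 8 of the 8 comparisons with 0 min, and in 7 of these all 6 genes passed an adjusted p-value of 0.05. Kidneys collected at another time of day could give this pattern, as could an effect of ischemia on the clock, and the 8 of 8 comparisons share the same 0 min kidneys, so they do not tell these apart. The labels give no time of collection.

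Replicate 3 at 16 min lay nearest to the 0 min kidneys of all ischemic kidneys. On a line from the mean of the 0 min kidneys (0) to the mean of the 18 to 26 min kidneys (1) it lay at 0.59. The 0 min kidneys lay between -0.13 and 0.10 and the other 17 kidneys from 16 to 26 min between 0.77 and 1.11. A 0 min kidney under a 16 min label should lie with the 0 min kidneys, which at 0.59 it did not. A weaker response of this kidney to 16 min of ischemia is a hypothesis that was not tested. Without this kidney, 622 DEGs were called at 16 min.

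The metabolism genes of Figure 6 fell by 0.61 on the log2 scale from 26 to 28 min, and marker genes of the proximal tubule had a difference of -0.66. The difference between these changes was 0.05 (exact permutation test, two-sided, p = 0.9). A loss of proximal tubule RNA as a whole could lower the metabolism genes to this degree in this interval. From 28 to 30 min, however, the 2 scores did not move alike, with -0.96 for the proximal tubule and -0.23 for the metabolism genes. Marker genes of the thick ascending limb (-1.27) and of the distal convoluted tubule (-1.50) were also lower at 28 than at 26 min, so the decrease was not confined to the proximal tubule. The values do not separate fewer tubule cells from lower expression within them, nor either from a change specific to metabolism.

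With FPKM rescaled to a constant sum, 70.4% of the DEGs at 16 min were higher, against 56.6% with quantile normalization. Kap, which took from 0.931% to 9.26% of the sum, was highest at 0 min. With Kap left out of the sum the share was 66.5%, so the share of Kap may account for part of the rise and not for all of it.

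A fit of only the 2 groups compared called 8 DEGs for 16 against 0 min and 0 for 30 against 28 min (4209 genes at an unadjusted p-value under 0.05). The median SD per gene between replicates was 0.13 on the log2 scale at 16 min, 0.115 at 30 min and at most 0.0936 at the other times. A larger spread at 16 and 30 min, which the fit of all kidneys averages with the other groups, is a candidate explanation, since the fit of 2 groups has only the spread of those groups to set against a difference.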
